# 3D heterospecies spheroids of pancreatic stroma and cancer cells demonstrate key phenotypes of pancreatic ductal adenocarcinoma

**DOI:** 10.1016/j.tranon.2021.101107

**Published:** 2021-05-01

**Authors:** Xinyuan Liu, Beate Gündel, Xidan Li, Jianping Liu, Anthony Wright, Matthias Löhr, Gustav Arvidsson, Rainer Heuchel

**Keywords:** Pancreatic cancer, Cancer associated fibroblasts, Co-culture, Spheroids, Tumor microenvironment, 3D, three dimensional, ABC, ATP-binding cassette, a-SMA, alpha smooth muscle actin / ACTA2, actin alpha 2, smooth muscle, CAFs, cancer-associated fibroblasts, ccK18, caspase-cleaved cytokeratin 18, DEGs, differentially expressed genes, ECM, extracellular matrix, EMT, epithelial mesenchymal transition, FBS, fetal bovine serum, FOLFIRINOX (a combination of folinic acid/leucovorin, 5-FU, irinotecan and oxaliplatin), GEM, gemcitabine, GSEA, gene set enrichment analysis, HMGCR, 3-hydroxy-3-methylglutaryl coenzyme A reductase, iCAFs, inflammatory CAFs, IFNα, interferon alpha, IFNγ, interferon gamma, IHC, immunohistochemistry, imPSCc2, immortalized mouse pancreatic stellate cells clone 2, ITS-A, insulin-transferrin-selenium-sodium-pyruvate solution, LDLR, low-density lipoprotein receptor, MSigDB, molecular signatures database, mTORC1, mammalian target of rapamycin complex 1, myCAFs, myofibroblastic CAFs, NF-κB, nuclear factor kappa B, NuMA, nuclear mitotic apparatus protein, PAC, paclitaxel, PCSK9, proprotein convertase subtilisin/kexin type 9, PDAC, pancreatic ductal adenocarcinoma, PSCs, pancreatic stellate cells, qRT-PCR, quantitative Real-Time PCR, RPKM, Reads Per Kilobase of Transcript per Million Reads Mapped, scRNA-seq, single-cell RNA sequencing, Shh, sonic hedgehog, TCGA, the cancer genom atlas, TEM, transmission electron microscopy, TGF-β1, transforming growth factor-beta1, TGFBR1/2, TGF-β receptor type I/II, TMM, trimmed mean of M-values, TNF, tumor necrosis factor

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is one of the most lethal malignancies, partly due to the dense desmoplasia and a lack of suitable model systems to study. In the present work, we developed a 3D heterospecies spheroid model to study the microenvironmental interactions between tumor cells and stellate cells which can also be employed to test therapeutic regimens. We set up monospheroids and heterospheroids made up from murine pancreatic stellate cells (mPSCs) and human PDAC cells (Panc1), which allowed for direct isolation of mRNA from a mixed cell population followed by an *in silico* separation of the RNA-seq reads. Global transcript level changes for cells in heterospheroids versus monospheroids were calculated, followed by gene set enrichment analysis and molecular subtype analysis. We observed an apparent shift of Panc1 from the classical to the squamous/basal-like phenotype upon co-culture with mPSCs. Moreover, mPSCs acquired a different cancer-associated fibroblast-related phenotype upon co-culture with Panc1. We analyzed the tumor cell-specific chemosensitivities towards gemcitabine, paclitaxel and SN38 and compared these to published pharmacotranscriptomic signatures. In conclusion, our heterospecies spheroid model reflected key aspects of PDAC and facilitated the study of intercellular interactions between tumor and stroma while additionally proving to be a good model for studying therapeutic responses.

## Highlights

• We described a straightforward and highly reproducible 3D culturing method to investigate the intercellular crosstalk between pancreatic cancer and pancreatic stellate cells (PSCs)/cancer associated fibroblasts (CAFs).
• Pancreatic ductal adenocarcinoma (PDAC) is therapy resistant and characterized by a desmoplastic microenvironment with low functional vascularization. As a consequence, this cancer type is nutrition-poor.
• Using expression profiling, we compared the common culturing condition using ten percent fetal bovine serum (FBS) with 0.1percent FBS and found that PDAC cells when grown together with PSCs/CAFs change into a more aggressive subtype, independent of the FBS concentration in the medium.
• Depending on the FBS concentration, the PSCs/CAFs display a shift from a myofibroblastic CAF (myCAF) to a more inflammatory CAF (iCAF) phenotype in co-culture with PDAC cells.
• We demonstrate that the pharmacotranscriptomic signatures as well as the chemoresistance of the PDAC cells change significantly upon co-culture with PSCs/CAFs.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is one of the most lethal solid malignancies worldwide [1]. A lack of diagnostic biomarkers in combination with advanced disease at the time of diagnosis and an almost complete resistance of cancer cells to conventional chemo- and radiation therapy regimens are the major reasons for the poor clinical outcome [2]. Therefore, pancreatic cancer should be treated as a medical emergency [3].

Gene mutation and mRNA expression analyses on bulk tumor tissue have been performed by several labs to stratify PDAC into cellular subtypes [4], [5], [6]. Two major classes have been described: a squamous subtype (including quasi-mesenchymal, basal-like and squamous) that is more aggressive, and a classical subtype (including pancreatic progenitor, classical, and aberrantly differentiated endocrine exocrine) [7]. The idea behind these stratification efforts have been to correlate the molecular subtypes to prognosis and clinical treatment response.

One of the hallmarks of PDAC is the dense desmoplastic stroma, which is triggered by PDAC cells secreting transforming growth factor-beta1 (TGF-β1) [8]. It is characterized by excessive extracellular matrix (ECM) deposition, high abundance of cancer-associated fibroblasts (CAFs), infiltration of leukocytes and endothelial cell recruitment [9]. CAFs are responsible for promoting tumor progression, modulating and facilitating tumor metastasis and angiogenesis, influencing drug access and therapy response [10]. Recently, two subtypes of CAFs with different roles were discovered by Öhlund et al [11]. CAFs that locate proximal to the cancer buds and express elevated levels of alpha-smooth muscle actin (a-SMA, Acta2) are considered as myofibroblastic CAFs (myCAFs), whereas the other CAF subtype which locates more distal and secretes proinflammatory cytokines is referred to as inflammatory CAFs (iCAFs) [11]. Activated pancreatic stellate cells (PSCs) are the major source of CAFs in PDAC [12], and the crosstalk between PSCs/CAFs and tumor cells has attracted much attention [13].

Compared with traditional monolayer cell culture, three-dimensional (3D) cell culture systems more closely resemble *in vivo* conditions within a microenvironment, characterized by gradients for nutrients, oxygen and metabolic waste products [14]. Established cell lines grown under 3D culture conditions are usually defined as spheroids that can produce ECM and show central hypoxia as well as increased chemo-resistance when compared to monolayer culture systems [15,16]. Spheroids are highly uniform and more reproducible than organoids, which are derived directly from primary tissues. For PDAC research, we and others have developed advanced spheroid culture approaches, where the cancer cells were combined with cell types from the tumor stroma, such as fibroblasts, macrophages or pancreatic stellate cells [17], [18], [19]. A general limitation of previous investigations has been the difficulty to investigate the crosstalk between different cell types without physical separation of differentially labelled cells or by single-cell RNA sequencing (scRNA-seq). In both cases, dissociation and cell sorting is needed prior to RNA extraction and RNA-seq library preparation. These lengthy procedures can lead to changes in gene expression [20]. In order to circumvent the single cell preparation step, we generated heterospecies heterospheroids consisting of mouse PSCs and human tumor cells and subsequently used an *in silico* approach for deconvoluting RNA-seq short reads based on species origin from the mixed cell fraction [21]. This approach, which was initially developed for deconvoluting RNA-seq short reads from xenograft samples has since been successfully used in mixed-species co-cultures of cell lines [22].

In the present work, the spheroids were cultured under common cell culture growth factor rich condition with 10% fetal bovine serum (FBS), hereafter called high serum condition. The intratumoral vasculature of PDAC, however, is compressed and has low functionality due to the dense and ECM-rich stroma [12,23]. This problem together with the extremely high content of collagenous extracellular matrix makes diffusion difficult and results in a tumor microenvironment that is poor in nutrients and growth factors [24]. To mimic the nutrient/growth factor deprived environment, we also set up the spheroid cultures supplemented with only 0.1% FBS, hereafter called low serum condition.

With this advanced 3D co-culture model based on murine PSCs and human PDAC cells, we were able to study gene expression changes influenced by the intercellular crosstalk between tumor and stroma under different culture conditions by species-specific transcriptomic analysis.

## Materials and methods

### Monolayer Cell culture

The well characterized human pancreatic cancer cell line Panc1 was purchased from ATCC [25]. The immortalized mouse PSC clone 2 (imPSCc2), hereafter called mouse PSC (mPSC), was a kind donation from Dr. Raul Urrutia and Dr. Angela Mathison at the Mayo Clinic College of Medicine, Rochester, Minn, USA [26]. Panc1 and mPSCs were cultivated either under high serum condition with DMEM/F12 (Gibco 31330095) medium supplemented with 10% FBS (Gibco 10270106) and 0.5% penicillin/streptomycin (Gibco 15070063) [19] or low serum condition supplemented with 0.1% FBS, 0.3% bovine serum albumin (only for Panc1 cells) (Sigma A9647), insulin-transferrin-selenium-sodium pyruvate solution (ITS-A) (Gibco 51300044; 1/10 of the recommended concentration was used to adapt insulin to more physiological concentrations) and 0.5% penicillin/streptomycin in a humidified incubator at 37°C and 5% CO_2_. Both Panc1 and mPSCs were stepwise adapted to low serum condition over a course of 6–8 weeks. Absence of mycoplasma was checked regularly by MycoAlertTM PLUS Mycoplasma Detection Kit (LT07-705, Lonza, Switzerland).

### Spheroid formation assay

Panc1 and mPSCs were trypsinized and grown either as monospheroids (2500 mPSCs or Panc1 cells) or heterospheroids (mPSCs and Panc1 at different ratios, 2500 cells in total) in non-treated, round-bottom 96-well microplates (Falcon, 351177, BD NJ, USA) in DMEM/F12 medium supplemented with either 10% FBS (“high serum” condition) or 0.1% FBS, 0.3% BSA and ITS-A (“low serum” condition), and 0.5% penicillin/streptomycin as well as 0.24% methyl cellulose at 37°C and 5% CO_2_ humidified condition [16,19]. Growth curves were generated by quantifying spheroid viability using the CellTiter-Glo® 3D Cell Viability Assay (Promega, Germany).

### Spheroid preparation for immunohistochemistry (IHC)

Spheroids were collected following 5 days of cultivation, washed in phosphate buffered saline and fixed in 4% paraformaldehyde for 1 h at room temperature. Then spheroids were transferred to biopsy cryomolds (Tissue-Tek Cryomold #4565). About 100 µl HistoGel (ThermoFisher Scientific, HG-4000-012) was used to embed spheroids at one corner of the cryomold, followed by addition of another 300 µl HistoGel to fill up the biopsy cryomold. Then, the biopsy cryomold was put on ice to solidify the gel. After that, the solid gel was gently transferred into a biopsy cassette and kept in 70% ethanol until further processing [16,19]. Paraffin-embedded spheroids were sectioned at 4 μm before hematoxylin-eosin staining or immunohistochemistry for human specific nuclear mitotic apparatus protein (NuMA, Abcam, #ab84680) at the Morphological Phenotype Analysis (FENO) core facility at Karolinska Institutet. Panc1 and mPSCs in the sections were counted using ImageJ [27].

### Transmission electron microscopy (TEM)

Monospheroids and heterospheroids under high and low serum condition were collected and fixed by 2.5% glutaraldehyde and 1% formaldehyde in 0.1 M phosphate buffer [16,19]. Then the spheroids were rinsed in 0.1 M phosphate buffer prior to postfixation with 2% osmium tetroxide in 0.1 M phosphate buffer, pH 7.4 at 4 °C for 2 h. The spheroids were then stepwise dehydrated in ethanol, followed by acetone and finally embedded in LX-112. Ultrathin sections (~50–60 nm) were prepared using an EM UC7 (Leica) and were contrasted with uranyl acetate followed by lead citrate. TEM imaging was done in a Hitachi HT7700 transmission electron microscope (Hitachi High-Technologies) operated at 80 kV and digital images were acquired using a Veleta CCD camera (Olympus Soft Imaging Solutions) at the electron microscopy unit of Karolinska Institutet.

### RNA extraction, library preparation and sequencing

Five days after seeding, spheroids were collected, and total RNA was extracted directly from monospheroids and heterospheroids for RNA-sequencing using the RNeasy PLUS kit (Qiagen). Samples were quality assessed and quantified by RNA screen on TapeStation (Agilent) and Qubit (Thermo Fisher) dsDNA assay. Library preparations were conducted using NEBNext® Ultra™ II Directional RNA Library Prep Kit (NEB, E7760S), including a poly-A enrichment step by the NEBNext® Poly(A) mRNA Magnetic Isolation Module (NEB, E7490S). The End Repaired DNA was subjected to Agencourt AMPure XP bead clean-up and size selection (NEB, E6260). Libraries from the samples were multiplexed using NEBNext® Multiplex Oligos for Illumina® (NEB, Index Primers Set 1; E7335S) and sequenced in one lane using an Illumina HiSeq3000 instrument at the Integrated Cardio Metabolic Centre at Karolinska Institutet, generating on average 20 million single-end 50 bp reads per sample.

### Species based read separation and mapping to reference genomes

Reference genomes for human and mouse, GRCh38.87 and GRCm38.87 were downloaded from Ensembl and used to build respective indices for the species-based read classifier Xenome (1.0.1) [21] and the short read aligner STAR (2.5.1b) [28]. The program Xenome was used to classify the fastq reads based on species origin using default settings [21]. Separated human and murine reads were subsequently aligned to their respective reference genomes by means of STAR using default options with –sjdbGTFfile pointing to the respective reference annotation file and –outFilterMultimapNmax set to 1 [28]. featureCounts from the package subread (1.5.2) was employed to quantify reads mapped to known features in the Ensembl database [29].

### **Differential expression analysis, gene set enrichment analysis (GSEA) and molecular subtype analys**i**s**

Differential gene expression analysis between heterospheroids and monospheroids under high serum and low serum condition was conducted by edgeR (v3.30.3) using the glmQLF workflow [30]. Genes with different transcript level in heterospheroids compared to monospheroids with an FDR q-value < 0.05 and an absolute fold change > 1.5 were considered as differentially expressed genes (DEGs). The EnhancedVolcano (v1.6.0) R package was used to visualize transcript level differences [31]. Venn diagrams were generated using the R package VennDiagram (v1.6.20) [32]. GSEA (v4.0.3) [33] was conducted for Panc1 heterospheroids vs. monospheroids, as well as mPSC heterospheroids vs. monospheroids in both high serum and low serum conditions, respectively. Trimmed mean of M-values (TMM) normalized RPKM (Reads Per Kilobase of transcript per Million mapped reads) expression levels were used for GSEA. Gene sets of hallmark (h.all.v7.1.entrez.gmt) [34] and KEGG subsets from canonical pathways (c2.cp.kegg.v7.2.symbols.gmt) [35], downloaded from the molecular signatures database (MSigDB), were included in the analysis. Gene set sizes fewer than 10 and more than 500 were excluded from analysis. The DEGs of Panc1 were compared to the classical/basal-like signatures [5], progenitor/squamous signatures [6] and chemosensitivity signatures [36] using Fisher's exact test. The DEGs of mPSCs were compared to CAF signatures [11] using Fisher's exact test. Expression levels were visualized by the pheatmap (v1.0.12) R package [37].

### The cancer genome atlas (TCGA) cohort analysis

The normalized RNA expression data and clinical data in TCGA_PAAD project [38] https://portal.gdc.cancer.gov/projects/TCGA-PAAD were downloaded using the TCGAbiolinks R package (v2.16.4) [39]. Subtype information for the Moffitt's and Bailey's classification schemes were extracted using the same tool. The TCGAbiolinks edgeR-powered function was used to determine DEGs for the Moffitt's classification (basal-like vs. classical) and the Bailey's classification (squamous vs. progenitor), respectively [39]. FDR *q*-value < 0.05 and absolute fold change > 1.5 were applied as cutoffs. The difference between the proportions of the DEGs with higher transcript levels for Panc1 grown in heterospheroids and the DEGs with higher transcript levels for Panc1 grown in monospheroids that overlapped with the DEGs with higher transcript levels from patients in the TCGA cohort based on Moffitt's classification and Bailey's classification were interrogated by Fisher's exact test.

### Quantitative real-time PCR (qRT-PCR)

Total RNA of monospheroids and heterospheroids was isolated and 0.25 µg of total RNA was reverse transcribed to synthesize cDNA by the iScript cDNA Synthesis kit (Bio-Rad, 1708891) [19]. Species-specific primers for semiquantitative RT-PCR were designed based on the sequence differences between mouse and human homologues using PRIMER3 (v.0.4.0) [40]. Species specificity of the primers (Supplemental Table S1) was verified by testing each primer pair on cDNA preparations from both human and murine cell lines. The qRT-PCR reaction was performed using Thermo Scientific™ Maxima SYBR Green/Fluorescein qPCR Master Mix kit (ThermoFisher Scientific, K0243) [19]. RPL13A/Rpl13a for human and mouse served as housekeeping genes, respectively. For each gene, three independent biological replicates were performed. Statistical analyses based on delta CT values were conducted by Student's t-test (2-sided, individual samples). Gene expression was calculated by 2^−ΔΔct^ method.

### Drug treatments and apoptosis assay

Monospheroids and heterospheroids were seeded as described before [16,19], and after one day, treated with 5 µM TGF-β receptor type I/II (TGFBR1/2) kinase inhibitor (LY2109761, Sigma-Aldrich, #SML2051) or different therapeutic compounds, including 50 µM gemcitabine (Sigma-Aldrich, #G6423), 1 µM paclitaxel (Sigma-Aldrich, #580555), 1 µM SN38 (active metabolite of irinotecan; Sigma-Aldrich, #H0165) or 5 µM pitavastatin (a HMG-CoA reductase inhibitor; Selleckchem, #S1759). Three days later, spheroids were collected for RNA extraction or apoptosis detection. M30 Apoptosense® CK18 Kit (Diapharma #P10011) was used according to the manufacturer's instructions to quantitatively detect apoptosis in epithelial cells and differences between treatment groups were assessed by paired t-test.

## Results

### Establishment of a simple heterospecies heterospheroid cell culture system

In order to find the optimal seeding ratio, Panc1 and mPSCs were co-cultured at different ratios in high serum (50:50, 30:70 and 20:80 Panc1: mPSCs) and low serum (30:70, 50:50 and 70:30 Panc1: mPSCs) for 5 days. Thereafter, the cellular composition of the spheroids was assessed by human specific NuMA staining (Fig. 1A and B). Panc1 and mPSCs seeded in a ratio of 20:80 (500 Panc1 cells and 2000 mPSCs) under high serum and 50:50 (1250 Panc1 cells and 1250 mPSCs) under low serum condition resulted in approximately equal cell numbers following 5 days of co-culture. These seeding ratios were used in all subsequent experiments. The growth kinetics of Panc1, mPSCs monospheroids and heterospheroids grown under high serum and low serum conditions are shown in Supplemental Figure S1A and S1B. As expected, Panc1 monospheroids and Panc1/mPSCs heterospheroids under high serum condition grew faster compared to low serum condition. TEM images show the morphology of Panc1, mPSCs monospheroids and heterospheroids on day 5 under high serum and low serum condition (Supplemental Figure S1C).

**Fig. 1:**
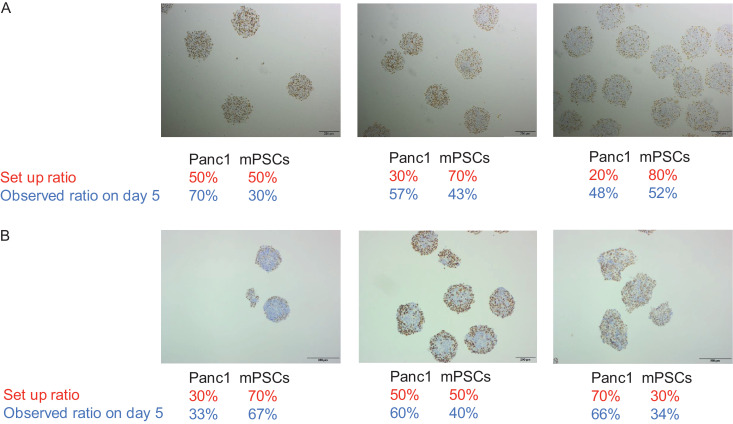
Co-cultures of murine PSCs and human pancreatic cancer cells (A) NuMA staining of Panc1/mPSCs heterospheroids grown in high serum condition for 5 days. (B) Analogous to A for cells grown in low serum condition. Panc1 and mPSCs were seeded in different ratios, 2500 cells in total, as indicated in the figure. Brown color shows NuMA positive cells (Panc1), whereas blue color shows mPSCs. Size bar: 200 µm.

### The transcriptional changes of Panc1 cells co-cultured with mPSCs in spheroids represented *in vivo* PDAC phenotypes

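RNA was sequenced from 24 spheroid samples collected on day 5, 4 replicates of each of 6 groups. Panc1 is a human pancreatic ductal adenocarcinoma cell line, and the mPSCs are immortalized mouse pancreatic stellate cells (imPSCc2). Monospheroids were seeded with 2500 cells of either kind. Heterospheroids were seeded with 500 Panc1 cells and 2000 mPSCs under high serum condition (10% FBS), and with 1250 cells of each kind under low serum condition (0.1% FBS). The seeding ratio therefore changed together with the serum concentration, and the libraries of the 2 serum conditions form separate groups of samples. From poly-A enriched, strand-specific libraries, the authors separated the reads by species with Xenome, aligned each part to its own genome (GRCh38 for human and GRCm38 for mouse) with STAR, kept reads that mapped to 1 place, and counted them per Ensembl gene with featureCounts. They deposited these whole-number counts without normalization, in separate tables for human and mouse genes and for high and low serum, and each library has a column in the human and in the mouse table of its serum condition. The human tables list 58051 genes and the mouse tables 49671. The sum of human and mouse counts per library ranged from 10693379 to 29188583, with a median of 19464701.5. The paper states another depth, an average number of reads per sample, and the values here use the counts on genes.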

To better understand the intercellular crosstalk between stroma and PDAC cells and the influence that such interaction may have on gene expression levels, we made use of the mixed-species co-culture approach allowing for direct RNA extraction from a mixed population of cells followed by an *in silico* separation of the short RNA-seq reads from the mixed libraries. Global transcript level changes for Panc1 cells and mPSCs in heterospheroids versus the respective monospheroids were calculated.

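Summed over both species, the counts per library lay between 17770498 and 21191570 (median 20262684.5) in Panc1 monospheroids, between 11987663 and 18245486 (median 15739907) in mPSC monospheroids and between 16314858 and 23879857 (median 19211532) in heterospheroids under high serum condition. Under low serum condition they lay between 10693379 and 22278114 (median 16821994), between 19392997 and 20584130 (median 19487221.5) and between 17672569 and 29188583 (median 22729126) in the same order of groups. Heterospheroids gave 44.6% to 46.5% mouse counts under high serum condition and 21.3% to 25.2% under low serum condition, so the mPSCs of low serum heterospheroids were measured with 4444883 to 6471682 counts per library. In monospheroids that held no cells of the other species, the mouse share of the counts in Panc1 was at most 0.191% in high serum and 0.903% in low serum, and the human share in mPSCs was at most 1.47% in high serum and 2.92% in low serum.
The paper compared 3 Panc1 monospheroids with 3 heterospheroids and 3 mPSC monospheroids with 4 heterospheroids under high serum condition, and 4 with 4 under low serum condition. The labels mark replicate 2 of the Panc1 monospheroids, replicate 2 of the mPSC monospheroids and the human reads of heterospheroid replicate 3, all from high serum, as outliers, and the paper's text gives no reason for leaving them out. These libraries were left out first and added back as an alternative. Differential expression was tested with edgeR's quasi-likelihood test on counts scaled by TMM, with the 4 groups of a species in a single fit, on the 16459 human and 14205 mouse genes that passed edgeR's expression filter. DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute fold change above 1.5, as in the paper. Levels are given as CPM, counts scaled to the library's total of that species with TMM factors, as mean ± SD over libraries. Gene sets were examined with panels of genes written from general knowledge and not taken from the paper's sets or signatures. They were tested with limma's camera at a preset correlation of 0.01.

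**Figure D1:**
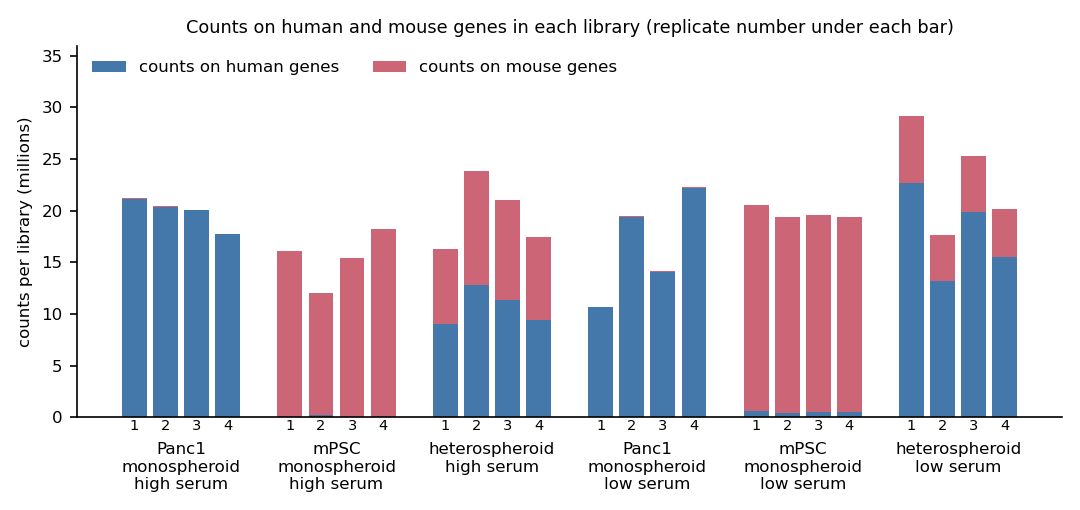
Counts on human and mouse genes in each of the 24 libraries, by group and replicate; the bars stack human and mouse counts. Mouse counts make up 44.6% to 46.5% of the high serum heterospheroid libraries and 21.3% to 25.2% of the low serum ones.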

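Of 16459 human genes tested in Panc1 cells under high serum condition, 737 were higher and 1117 were lower in heterospheroids than in monospheroids (3 libraries of each). With the 2 libraries that the paper did not use added back, 606 were higher and 1126 were lower. Leaving out each library of the fit in turn gave between 1656 and 1869 DEGs in total, and the alternative that moved the total most was the count of protein coding genes alone, 1460. Among the 3 well-expressed genes without overlap between the groups that rose most, UPK1B (ENSG00000114638, chromosome 3 from 119173517 to 119205153) rose from 15.9 ± 0.812 to 46.6 ± 0.343 CPM (SD, n = 3 libraries each). Its log2 fold change was 1.56 (standard error 0.08, edgeR quasi-likelihood adjusted p = 2.7e-15) and stayed between 1.53 and 1.60 with each library left out. The lncRNA ENSG00000264112 rose by a log2 fold change of 1.73 and COL6A3 by 1.88. COL6A3 was counted at 2.65 ± 0.555 CPM in monospheroids, the lowest level of the 3 genes. The lowered genes were led by MUC16, TXNIP and PPP1R1B. TXNIP (ENSG00000265972, chromosome 1 from 145992435 to 145996600) fell from 295 ± 2.99 to 50.6 ± 3.28 CPM, a log2 fold change of -2.55 (standard error 0.04, edgeR quasi-likelihood adjusted p = 3.8e-26). PPP1R1B changed by -2.52 on the log2 scale. MUC16 changed by -3.07 with a standard error of 1.22 (edgeR quasi-likelihood adjusted p = 0.0424), and 5 of the 14 fits without 1 library lost the call, with adjusted p-values up to 0.121. The edgeR version 4 fit and the robust fit lost it as well, and over the alternatives that keep every library the adjusted p-value went from 9.0e-18 to 0.244.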

Under high serum condition, 751 DEGs were higher and 1138 were lower in transcript levels for Panc1 cells grown in heterospheroids compared to Panc1 cells grown in monospheroids (Fig. 2A, Supplemental Table S2). The GSEA identified enriched gene sets for genes with higher transcript levels in Panc1 from heterospheroids compared to monospheroids related to cell cycle, DNA replication, epithelial-mesenchymal-transition (EMT) and ECM receptor interaction (Fig. 2B, Supplemental Table S3). 

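In a panel of 42 cell cycle and DNA replication genes, 40 had a higher and 0 a lower transcript level in Panc1 from high serum heterospheroids at an adjusted p-value under 0.05 over all genes tested (41 and 0 adjusted over the list alone). The median log2 fold change of the panel was 0.41 (camera adjusted p = 1.0e-29). The panel of 26 EMT genes had a median log2 fold change of 0.65 (camera adjusted p = 1.3e-20), with 18 genes higher and 2 lower, or 18 and 3 adjusted over the list alone. Of 26 genes of ECM receptor interaction, 16 were higher and 4 were lower (17 and 4 adjusted over the list alone), with a median of 0.27 (camera adjusted p = 2.7e-07). These 3 calls held with fry and with an estimated correlation. Among single genes of these sets, MKI67 (ENSG00000148773, chromosome 10 from 128096659 to 128126385) rose from 242 ± 17.6 to 551 ± 20.9 CPM (SD, n = 3), a log2 fold change of 1.19 (standard error 0.06, edgeR quasi-likelihood adjusted p = 2.1e-15). With the unused libraries added, this became 0.95, because the unused monospheroid replicate 2 had 368 CPM before TMM scaling against at most 244 in the other monospheroids. The unused heterospheroid replicate 3 had 471. VIM was 0.18 higher on the log2 scale and CDH2 0.50 higher, and both genes had no overlap between the groups.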

We used qRT-PCR to verify that Panc1 from heterospheroids had higher expression of *MKI67, VIM* and *CDH2* compared to monospheroids (Supplemental Figure S2A). In addition, reprogramming of lipid metabolism, including cholesterol homeostasis and steroid biosynthesis, and general signaling pathways including MYC, mammalian target of rapamycin complex 1 (mTORC1) and tumor necrosis factor (TNF) signaling via nuclear factor kappa B (NF-κB) were also enriched in Panc1 from heterospheroids (Fig. 2B, Supplemental Table S3). 

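Of 24 cholesterol synthesis genes tested, 21 were higher and 1 was lower in Panc1 from high serum heterospheroids, with a median log2 fold change of 0.55 (camera adjusted p = 2.9e-21) and the same numbers adjusted over the list alone. The panel of 26 ribosome biogenesis genes, taken as targets of MYC, had a median of 0.28 (camera adjusted p = 4.8e-09). In it 20 genes were higher and 0 lower, also adjusted over the list alone. Of 26 tested genes of the TNF response via NF-κB, 21 were higher and 1 was lower (22 and 1 adjusted over the list alone), with a median of 0.66 (camera adjusted p = 1.3e-12). All 3 kept an adjusted p-value under 0.05 with fry and with an estimated correlation. No panel was written for mTORC1.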

For mPSCs grown in heterospheroids, 841 DEGs were higher and 547 were lower in transcript levels when compared to mPSCs grown in monospheroids (Fig. 2C, Supplemental Table S4). In addition, the GSEA result showed enriched gene sets for genes with higher transcript levels in mPSCs from heterospheroids compared to monospheroids including hedgehog signaling, Wnt β-catenin signaling and cell adhesion molecules (Fig. 2D, Supplemental Table S5). 

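Among 14205 mouse genes tested under high serum condition, 770 were higher and 541 were lower in mPSCs from heterospheroids (4 libraries) than from monospheroids (3 libraries). With monospheroid replicate 2 added back, the numbers were 758 and 553. The total of 1311 stayed between 1247 and 1342 when each library of the fit was left out in turn. A minimum of 10 counts in total, in place of edgeR's filter, gave 1433. Bmp3 (ENSMUSG00000029335, chromosome 5 from 98854415 to 98884396) was at or under 3 counts in every monospheroid library and at 2.88 ± 0.50 CPM in heterospheroids (SD, n = 4), which is at least 16.0-fold higher. The processed pseudogene Gm12739 had the largest fitted change. It was at or under 3 counts in the monospheroids that the paper used and at 16.7 ± 0.985 CPM in heterospheroids, at least 92.9-fold higher, but Panc1 monospheroids without mouse cells held it at 251% of its heterospheroid level, both taken as a share of all counts of the library. Gprin3 fell from 42.5 ± 5.76 CPM (n = 3) to 2.63 ± 0.779 CPM (n = 4), a log2 fold change of -4.06 (standard error 0.14, edgeR quasi-likelihood adjusted p = 4.7e-21). Gda changed by -3.23 and Atp1b1 by -2.33 on the log2 scale, and neither overlapped between the groups.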

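Of 13 hedgehog signaling genes, 9 were higher and 4 were lower in mPSCs from high serum heterospheroids, with a median log2 fold change of 0.30 (camera adjusted p = 2.0e-24) and the same numbers adjusted over the list alone. In the panel of Wnt signaling, 12 of 17 tested genes were higher and 2 were lower. Their median was 0.88 (camera adjusted p = 2.0e-24), and the numbers did not change when adjusted over the list alone. The cell adhesion panel gave a median of 0.28 (camera adjusted p = 9.0e-06) with 15 of 35 tested genes higher and 5 lower, over all genes and over the list alone. Of these 35 genes, 7 were at or under 3 counts in both groups, and the median without them was 0.33. The 3 calls held with fry and with an estimated correlation. In the 34 other splits of the 7 mPSC libraries, camera changed a median of 6 and up to 12 of the 12 panels, against 11 for the real groups. Many of these splits keep part of the real difference, so these numbers do not measure how often the test errs.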

The mRNA expression of *Gli1,* the effector of hedgehog signaling, in mPSCs from heterospheroids was over 100 times higher than from monospheroids based on qRT-PCR results (Supplemental Figure S2B). On the other hand, an underrepresentation of genes belonging to the gene sets including interferon alpha and -gamma (IFNα, -γ), MYC signaling, Toll like receptor signaling and proteasome was observed in mPSCs from heterospheroids (Fig. 2D, Supplemental Table S5), which corresponds to an enrichment in mPSCs from monospheroids versus heterospheroids.

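In the interferon panel, 26 of 31 genes were lower and 2 were higher in mPSCs from high serum heterospheroids, or 27 and 2 adjusted over the list alone. The median log2 fold change was -0.44 (camera adjusted p = 2.9e-07). Ribosome biogenesis genes, taken as MYC targets, had a median of -0.25 (camera adjusted p = 8.1e-06). Of the 26 genes, 22 were lower and 0 higher, with 23 lower adjusted over the list alone. Of 19 tested genes of Toll-like receptor signaling, 10 were lower and 0 higher (camera adjusted p = 9.0e-06), and adjusted over the list alone 1 was higher. Their median was -0.41, or -0.17 with a gene at or under 3 counts in 1 group set to its bound. The proteasome panel had a median of -0.14 (camera adjusted p = 0.00308), with 17 of 31 genes lower and 23 adjusted over the list alone, and none higher in either count. The proteasome call held with fry but not with an estimated correlation (adjusted p = 0.383), while the other 3 held with both.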

**Fig. 2:**
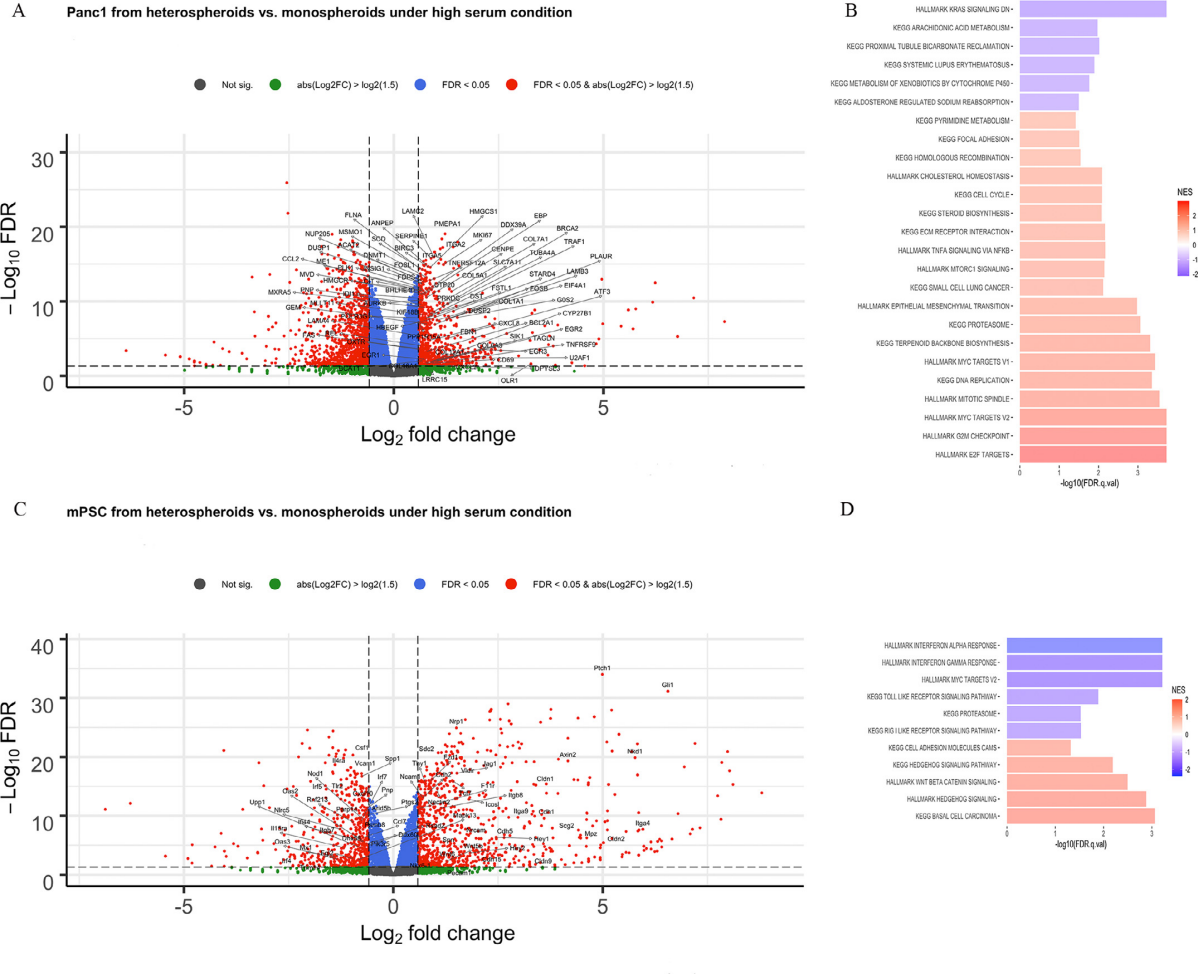
Transcript level changes between heterospheroids and monospheroids under high serum condition (A) Volcano plot showing the genes that are differentially expressed between Panc1 in heterospheroids and monospheroids under high serum condition. (B) Gene set enrichment analysis summarizing the gene sets that were enriched in Panc1 from monospheroids and heterospheroids with FDR *q*-value < 0.05. (C) Volcano plot showing the genes that are differentially expressed between mPSCs in heterospheroids and monospheroids grown in high serum condition. (D) Gene set enrichment analysis summarizing the gene sets that were enriched in mPSCs from monospheroids and heterospheroids with FDR *q*-value < 0.05.

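In Panc1 cells under low serum condition, 1132 of 16459 genes were DEGs between 4 heterospheroids and 4 monospheroids, 425 of them higher and 707 lower. Adding the unused high serum libraries to the common fit gave 398 and 681, and no low serum library was left out by the paper. Counting protein coding genes alone gave 888 in total, and leaving out each library in turn gave 1078 to 1170. For 51 of the 425 higher genes and 12 of the 707 lower genes, mPSC monospheroids without human cells held at least 50% of the heterospheroid level, as a share of all counts of the library. TUBA4A (ENSG00000127824, chromosome 2 from 219249711 to 219278170) rose from 14.7 ± 0.946 to 46.0 ± 2.94 CPM (SD, n = 4), a log2 fold change of 1.63 (standard error 0.06, edgeR quasi-likelihood adjusted p = 4.3e-18). RHOXF1P3, named as a pseudogene but annotated as protein coding in the reference used here, rose by 1.68. CSGALNACT1 rose by 1.61 from a low level of 0.546 ± 0.177 CPM. LINGO1 (ENSG00000169783, chromosome 15 from 77613027 to 77820900) fell from 43.0 ± 0.686 to 12.5 ± 0.347 CPM, a log2 fold change of -1.78 (standard error 0.06, edgeR quasi-likelihood adjusted p = 1.3e-18). ENTPD2 changed by -1.92 and SCNN1B by -1.89.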

Under low serum condition, we found 1160 DEGs in Panc1 cells grown in heterospheroids compared to Panc1 cells grown in monospheroids, of which 441 had higher and 719 had lower transcript levels (Fig. 3A, Supplemental Table S6). The functional gene sets for genes with higher transcript levels in Panc1 from heterospheroids were related to IFNα, proteasome, EMT and TNF signaling via NFκB (Fig. 3B, Supplemental Table S7). 

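The interferon panel had a median log2 fold change of 0.25 in Panc1 from low serum heterospheroids (camera adjusted p = 2.1e-04), with 18 of 34 tested genes higher and 0 lower. Adjusted over the list alone, 19 were higher. For 6 of the 34 genes, mPSC monospheroids without human cells held at least 50% of the heterospheroid level. Of 31 proteasome genes, 22 were higher and 1 was lower, over all genes and over the list alone, with a median of 0.14 (camera adjusted p = 3.9e-05). The EMT panel had a median of 0.28 (camera adjusted p = 3.2e-13), with 17 of 26 genes higher and 3 lower, or 18 and 3 adjusted over the list alone. In that panel 8 genes were present in mPSC monospheroids at 50% or more of their heterospheroid level. The TNF panel had a median of 0.16 (camera adjusted p = 0.0164), with 12 of 26 tested genes higher and 5 lower, or 14 and 5 adjusted over the list alone. All 4 panels passed with fry, and none passed with an estimated correlation, where the adjusted p-values were 0.0710 for interferon and for TNF, 0.0513 for EMT and 0.166 for the proteasome. Among the 34 other splits of the 8 libraries, 5 changed at least as many of the 12 panels as the 6 changed by the real groups. As many splits keep part of the real difference, this is not a rate of false calls.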

We used qRT-PCR to detect the expression of genes involved in EMT and verified that the mRNA expression of *FN1* and *CDH2* was higher in Panc1 from heterospheroids, compared to monospheroids (Supplemental Figure S2C). Independent of serum condition, GSEA results pointed primarily to the functional gene set “genes down-regulated by KRAS activation” for genes with higher transcript levels in Panc1 form monospheroids compared to heterospheroids (Figs. 2B, 3B). For mPSCs grown in heterospheroids, there were 1355 DEGs with higher and 406 with lower transcript levels, compared to mPSCs grown in monospheroids (Fig. 3C, Supplemental Table S8). 

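Under low serum condition, 1226 mouse genes were higher and 367 were lower in mPSCs from 4 heterospheroids than from 4 monospheroids, among 14205 tested. With the unused high serum library in the common fit, the numbers were 1167 and 358. Without any filter on expression the total of 1593 became 1869, and with each library left out in turn it lay between 1380 and 1667. Panc1 monospheroids, which contain no mouse cells, held 597 of the 1226 higher genes (48.7%) and 5 of the 367 lower genes (1.36%) at 50% or more of their heterospheroid level, as a share of all counts of the library. Under high serum condition this was so for 37 of 770 and 0 of 541 genes. A new fit without the genes that reached that level in either serum condition, with normalization, dispersions and adjustment repeated, gave 675 higher and 336 lower genes, by a criterion chosen after the values were seen. Megf10 (ENSMUSG00000024593, chromosome 18 from 57133090 to 57297467), which stood at 0.599% of its heterospheroid level in Panc1 monospheroids, rose from 13.4 ± 0.661 to 190 ± 11.2 CPM (SD, n = 4). Its log2 fold change was 3.83 (standard error 0.07, edgeR quasi-likelihood adjusted p = 4.1e-27). The pseudogenes Gm12739 and Akt2-ps had larger fitted changes of 7.31 and 6.33, and Panc1 monospheroids held them at 124% and 133% of their heterospheroid levels. Mest fell from 37.5 ± 4.33 to 5.59 ± 1.12 CPM, a log2 fold change of -2.76 (standard error 0.13, edgeR quasi-likelihood adjusted p = 1.3e-16). Cyp1a1 changed by -3.21, and Bmp3 fell by 2.10 on the log2 scale.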

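In mPSCs from low serum heterospheroids, 19 of 35 tested cell adhesion genes were higher and 5 were lower than in monospheroids, over all genes and over the list alone. Their median log2 fold change was 0.70 (camera adjusted p = 9.1e-05), and the call held with fry and with an estimated correlation. Panc1 monospheroids without mouse cells held 10 of the 35 genes at 50% or more of the heterospheroid level. The hypoxia panel of 24 genes had a median of 0.23 (camera adjusted p = 1.1e-05), with 13 higher and 1 lower, or 13 and 2 adjusted over the list alone, and did not pass with an estimated correlation (adjusted p = 0.201). In the hedgehog panel 5 of 13 genes were higher and 2 were lower (5 and 3 adjusted over the list alone). The panel was called higher by camera (adjusted p = 0.0364), although its median was -0.07, so the call came from a few strongly raised genes. That call did not hold with an estimated correlation (0.144), without an expression filter (0.573), with the 2 groups fitted alone (0.0634), or in 3 of the fits that each left out 1 library. No panels were written for calcium signaling or neuroactive ligand-receptor interaction.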

GSEA results indicated the functional gene sets for genes with higher transcript levels in mPSC form heterospheroids were related to cell adhesion molecules, calcium signaling pathway, neuroactive ligand-receptor interaction, hedgehog signaling, and hypoxia (Fig. 3D, Supplemental Table S9). The expression of *Gli1* in mPSCs from heterospheroids was around nine times higher than from monospheroids (Supplemental Figure S2D). 

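DNA replication and repair genes had a median log2 fold change of -0.11 in mPSCs from low serum heterospheroids compared with monospheroids (camera adjusted p = 4.3e-04). Of the 35 genes, 20 were lower and 0 higher, with 22 lower adjusted over the list alone. Of 21 tested genes related to reactive oxygen species, 18 were lower and 0 higher, over all genes and over the list alone, and their median was -0.34 (camera adjusted p = 5.6e-12). Both panels passed with fry. With an estimated correlation the reactive oxygen species panel passed (adjusted p = 0.00737) and the replication and repair panel did not (0.104). In the 34 other splits of the 8 libraries, many of which keep part of the real difference, camera changed at most 6 of the 12 panels. The real groups changed 10. Tryptophan metabolism was not analysed here.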

Gene sets of genes with overrepresentation of transcript levels in mPSC from monospheroids included DNA replication and repair, tryptophan metabolism and reactive oxygen species (Fig. 3D, Supplemental Table S9).

**Fig. 3:**
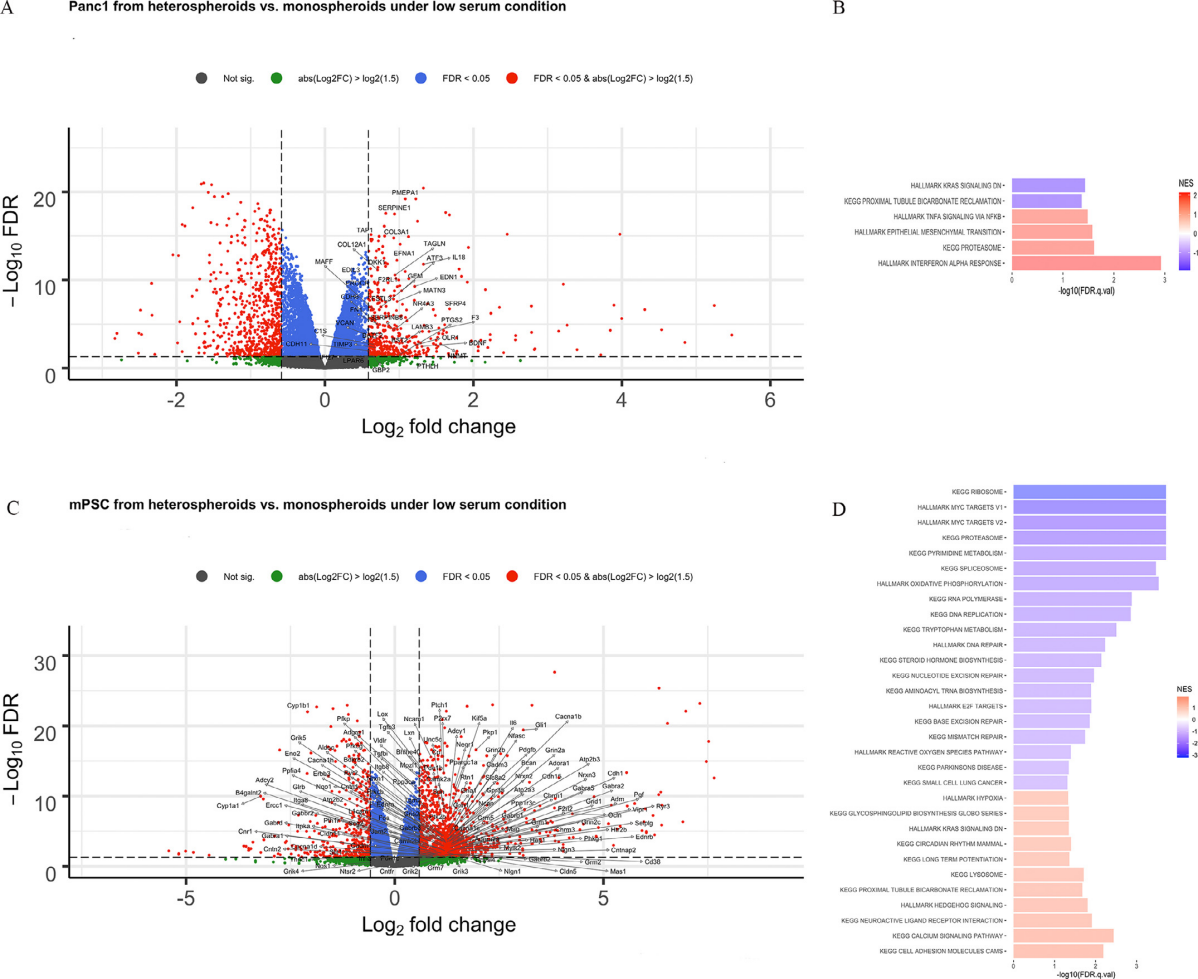
Transcript level changes between heterospheroids and monospheroids under low serum condition (A) Volcano plot depicting the genes that are differentially expressed between Panc1 in heterospheroids and monospheroids under low serum condition. (B) Gene set enrichment analysis summarized the gene sets that were enriched in Panc1 from monospheroids and heterospheroids with FDR q-value < 0.05. (C) Volcano plot showing the genes that are differentially expressed between mPSCs in heterospheroids and monospheroids under low serum condition. (D) Gene set enrichment analysis summarizing the gene sets that were enriched in mPSCs from monospheroids and heterospheroids with FDR *q*-value < 0.05.

### High or low serum conditions had different effects on co-cultured tumor cells and mPSCs

In Panc1 cells, we observed 15 differently expressed protein coding genes were higher and 69 were lower in transcript levels (FDR q-value < 0.05 and absolute fold change > 2) upon co-culture with mPSCs, independent of serum concentration (Supplemental Figure S3A and B). 

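Of the protein coding genes with an adjusted p-value under 0.05 and an absolute fold change above 2 in both serum conditions, 15 were higher and 68 were lower in Panc1 from heterospheroids. No gene passed these criteria in opposite directions, among 8100 genes with an unadjusted p-value under 0.05 in high serum and 8165 in low serum. Their number became 76 with DESeq2 and 87 with the unused high serum libraries, and lay between 77 and 86 when each library was left out in turn. The number of higher genes fell to 11 without replicate 4 of the low serum Panc1 monospheroids.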

Genes with a higher transcript level and safely above background (RPKM > 5) included *CYR61* (*CCN1*), *CTGF* (*CCN2*) and *PMEPA1* relating to PDAC proliferation and desmoplastic reaction (Supplemental Figure S3C). 

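CYR61 (ENSG00000142871, now CCN1, chromosome 1 from 85580761 to 85583962) had 279 ± 17.7 CPM in Panc1 monospheroids and 627 ± 44.6 CPM in heterospheroids under high serum condition (SD, n = 3). Its log2 fold change was 1.17 (standard error 0.05, edgeR quasi-likelihood adjusted p = 1.2e-17). Under low serum condition it rose from 200 ± 9.07 to 467 ± 10.6 CPM (n = 4), a log2 fold change of 1.22 (edgeR quasi-likelihood adjusted p = 1.5e-19). CTGF (ENSG00000118523, now CCN2, chromosome 6 from 131948176 to 131951373) had log2 fold changes of 1.12 (standard error 0.05, edgeR quasi-likelihood adjusted p = 4.1e-16) in high serum and 1.33 (standard error 0.04, edgeR quasi-likelihood adjusted p = 8.9e-21) in low serum. For PMEPA1 (ENSG00000124225, chromosome 20 from 57648392 to 57711536) these were 1.22 (standard error 0.04, edgeR quasi-likelihood adjusted p = 1.7e-19) and 1.08 (standard error 0.04, edgeR quasi-likelihood adjusted p = 1.3e-19). The groups did not overlap for any of the 3 genes in either serum. The change of CYR61 did not differ between the serum conditions (difference 0.05, edgeR quasi-likelihood adjusted p = 0.545), while those of CTGF and PMEPA1 differed by 0.20 and -0.14 (edgeR quasi-likelihood adjusted p = 0.0156 and 0.0397) and lost this difference in 3 and 8 of the 14 fits that left out 1 library. The difference of CTGF was also lost with the unused libraries (0.0977), and that of PMEPA1 with a total of 10 counts as the filter (0.388) and without a filter (0.101). With the unused libraries added, the high serum changes of CYR61, CTGF and PMEPA1 were 1.21, 1.17 and 1.24. From these genes the paper draws the link to PDAC proliferation and the desmoplastic reaction.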

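In mPSCs, 114 protein coding genes were higher and 21 were lower in heterospheroids in both serum conditions at an adjusted p-value under 0.05 and an absolute fold change above 2. A further 34 genes passed these criteria with opposite directions in the 2 serum conditions. The total of 135 became 132 with the unused high serum library and 138 with DESeq2, and lay between 117 and 147 when each library was left out in turn. A new fit without the genes that Panc1 monospheroids held at 50% or more of their heterospheroid level in either serum condition gave 88 higher and 19 lower genes, and without those at 25% or more it gave 74 and 18, by criteria chosen after the values were seen.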

For mPSCs from hetero- compared to monospheroids, 126 differently expressed protein coding genes were higher and 21 were lower in transcript level (FDR *q*-value < 0.05 and absolute fold change > 2) independent of serum concentration (Supplemental Figure S3D and E). Among the genes with higher transcript expression in mPSCs from heterospheroids were *Acta2*, indicating PSC activation, *Cdh11*, related to cell adhesion, as well as *Ptch1* and *Gli1* involved in the hedgehog pathway (Supplemental Fig. S3F). In addition, we calculated the transcriptional changes of genes with differential regulation upon co-culture between high serum and low serum for Panc1 and mPSCs, respectively (Supplemental Figure S4A and B). 

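Gli1 (ENSMUSG00000025407, chromosome 10 from 127329889 to 127341589) had 2.36 ± 0.62 CPM in high serum mPSC monospheroids (SD, n = 3) and 218 ± 10.0 CPM in heterospheroids (n = 4). Under low serum condition it rose from 3.27 ± 0.515 to 27.9 ± 2.39 CPM (n = 4 each), a log2 fold change of 3.08 (standard error 0.11, edgeR quasi-likelihood adjusted p = 2.4e-19). Ptch1 (ENSMUSG00000021466, chromosome 13 from 63508328 to 63573598) rose from 23.3 ± 2.33 to 735 ± 11.0 CPM in high serum and from 29.9 ± 1.09 to 65.1 ± 4.73 CPM in low serum, where its log2 fold change was 1.13 (standard error 0.06, edgeR quasi-likelihood adjusted p = 7.9e-16). For Acta2 (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255336) the log2 fold change was 1.49 (standard error 0.06, edgeR quasi-likelihood adjusted p = 1.7e-19) in high serum and 1.26 (edgeR quasi-likelihood adjusted p = 3.7e-17) in low serum. Cdh11 (ENSMUSG00000031673, chromosome 8 from 102632095 to 102785642) changed by 2.72 (standard error 0.05, edgeR quasi-likelihood adjusted p = 2.9e-28) and by 1.06 (edgeR quasi-likelihood adjusted p = 4.7e-17). No monospheroid library of the 4 genes reached the level of any heterospheroid library of the same serum. The change in low serum minus that in high serum was -3.46 on the log2 scale for Gli1 and -3.85 for Ptch1, tested in the same fit (edgeR quasi-likelihood adjusted p = 1.5e-15 and 1.7e-25).

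**Figure D2:**
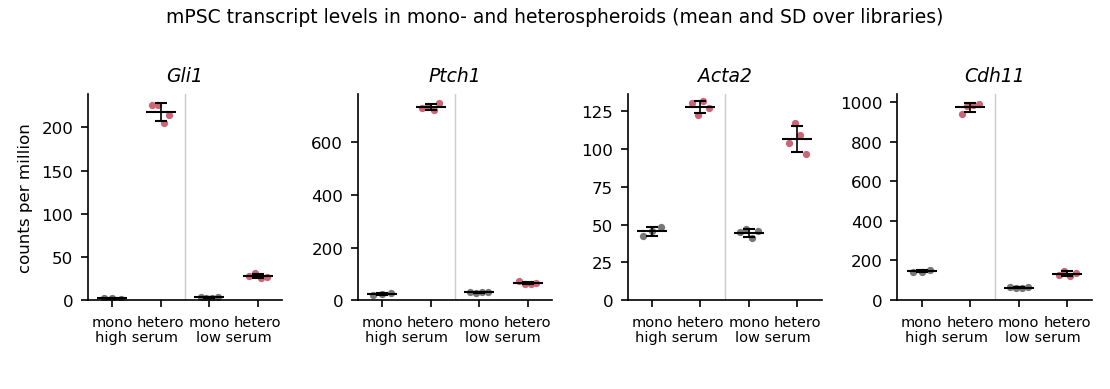
CPM of Gli1, Ptch1, Acta2 and Cdh11 in mPSCs, by culture and serum; points are libraries (n = 3 for high serum monospheroids, otherwise n = 4), horizontal lines are means and bars are SD. Gli1 reaches 218 CPM in high serum and 27.9 CPM in low serum heterospheroids.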

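The difference between the serum conditions was tested per gene as the hetero- against monospheroid change in low serum minus that in high serum. At an adjusted p-value under 0.05 and an absolute log2 difference above 1, 539 genes differed in Panc1, 275 of them with a higher and 264 with a lower change in low serum. With the unused high serum libraries added, 264 and 191 differed. In mPSCs 766 genes differed, 428 with a higher and 338 with a lower change in low serum (448 and 329 with the unused library). The numbers lay between 487 and 572 in Panc1 and between 712 and 775 in mPSCs when each library was left out. As the seeding ratio of the heterospheroids also changed with the serum, the 2 cannot be separated in this difference.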

The transcript levels of genes that were related to lipid biosynthesis, including *HMGCS1, FASN* and *MVD*, were higher for Panc1 grown in heterospheroids compared to monospheroids under high serum but were lower for Panc1 grown in heterospheroids compared to monospheroids under low serum condition. However, genes involved in interferon signaling, including *IFIT2, IFIT1* and *BST2*, had higher transcript levels in low serum condition but lower transcript levels in high serum condition for Panc1 from heterospheroids compared to monospheroids (Supplemental Fig. S4A). 

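HMGCS1 (ENSG00000112972, chromosome 5 from 43289395 to 43313512) rose from 65.9 ± 2.40 to 121 ± 6.85 CPM in Panc1 from high serum heterospheroids (SD, n = 3), a log2 fold change of 0.87 (standard error 0.05, edgeR quasi-likelihood adjusted p = 4.2e-15). In low serum it fell from 146 ± 4.51 to 126 ± 1.74 CPM (n = 4), a log2 fold change of -0.22 (edgeR quasi-likelihood adjusted p = 9.6e-06). FASN (ENSG00000169710, chromosome 17 from 82078333 to 82098332) changed by 0.57 in high serum (edgeR quasi-likelihood adjusted p = 4.9e-12) and by -0.45 in low serum (edgeR quasi-likelihood adjusted p = 2.3e-11). With the unused libraries its high serum change was 0.38 (edgeR quasi-likelihood adjusted p = 9.2e-04). The unused monospheroid replicate 2 had 1007 CPM of FASN before TMM scaling, within the 982 to 1047 of the heterospheroids used, and the unused heterospheroid replicate 3 had 908. MVD (ENSG00000167508, chromosome 16 from 88651935 to 88663161) changed by 0.67 (edgeR quasi-likelihood adjusted p = 1.2e-11) and by -0.43 (edgeR quasi-likelihood adjusted p = 3.4e-10). The difference between the serum conditions was -1.09 for HMGCS1, -1.02 for FASN and -1.10 for MVD on the log2 scale (edgeR quasi-likelihood adjusted p = 2.9e-14, 3.3e-14 and 2.3e-13). None of the 3 genes overlapped between the groups compared in either serum, over the libraries that the paper used.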

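IFIT1 (ENSG00000185745, chromosome 10 from 89392546 to 89406486) fell from 15.4 ± 0.340 to 10.6 ± 1.74 CPM in high serum (SD, n = 3), a log2 fold change of -0.56 (standard error 0.12, edgeR quasi-likelihood adjusted p = 2.2e-04). In low serum it rose from 3.37 ± 0.45 to 5.17 ± 0.61 CPM (n = 4), a change of 0.59 (standard error 0.13, edgeR quasi-likelihood adjusted p = 5.2e-04). IFIT2 (ENSG00000119922, chromosome 10 from 89283694 to 89309276) changed by -0.81 in high serum (edgeR quasi-likelihood adjusted p = 1.1e-06) and by 0.36 in low serum (edgeR quasi-likelihood adjusted p = 0.0252), where its groups overlapped and 4 of the 14 fits without 1 library lost the call (adjusted p-value up to 0.0890). It was also lost with the unused libraries, without a filter (0.0698, the highest of these) and with DESeq2. For BST2 (ENSG00000130303, chromosome 19 from 17402939 to 17405648) the changes were -0.58 (edgeR quasi-likelihood adjusted p = 0.0242) and 0.91 (edgeR quasi-likelihood adjusted p = 0.00426). In low serum BST2 was counted at 0.972 ± 0.421 and 1.91 ± 0.652 CPM with overlapping groups, and its high serum call was lost in 3 of the 14 fits without 1 library (adjusted p-value up to 0.133). In low serum, mPSC monospheroids without human cells held 63.3% of the heterospheroid level of IFIT2, 73.2% of that of BST2 and 12.6% of that of IFIT1. The serum conditions differed by 1.17 for IFIT2, 1.15 for IFIT1 and 1.50 for BST2 (edgeR quasi-likelihood adjusted p = 5.5e-06, 8.1e-06 and 7.4e-04). With the unused libraries the high serum changes were -0.99 for IFIT2, -0.59 for IFIT1 and -0.62 for BST2.

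**Figure D3:**
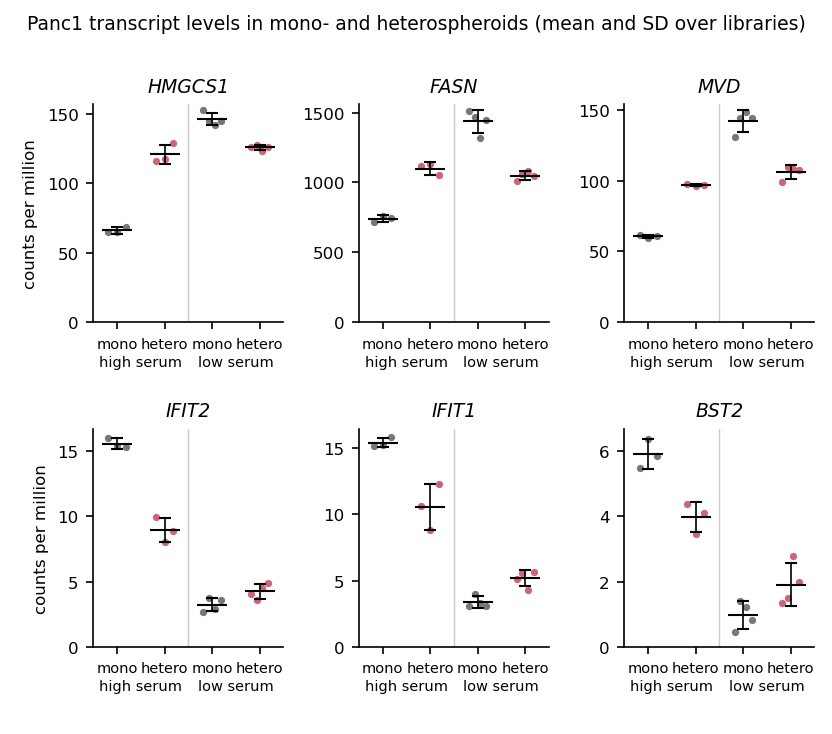
CPM of HMGCS1, FASN, MVD, IFIT2, IFIT1 and BST2 in Panc1, by culture and serum; points are libraries that the paper used (n = 3 in high serum, n = 4 in low serum), horizontal lines are means and bars are SD. IFIT1 falls from 15.4 to 10.6 CPM in high serum and rises from 3.37 to 5.17 CPM in low serum.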

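In mPSCs, Axin2 (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783) rose from 1.18 ± 0.256 CPM in high serum monospheroids (SD, n = 3) to 21.4 ± 2.45 CPM in heterospheroids (n = 4), a log2 fold change of 4.15 (standard error 0.16, edgeR quasi-likelihood adjusted p = 3.0e-19). In low serum it went from 19.1 ± 2.11 to 15.3 ± 2.06 CPM, a change of -0.31 (edgeR quasi-likelihood adjusted p = 0.0246) with overlapping groups, lost in 4 of the 15 fits without 1 library (adjusted p-value up to 0.143). Nkd2 (ENSMUSG00000021567, chromosome 13 from 73818534 to 73847631) changed by 3.75 in high serum and by -0.67 in low serum (standard errors 0.07 and 0.09, edgeR quasi-likelihood adjusted p = 1.5e-27 and 7.6e-07). Wnt9a changed by 1.79 and -0.92, Fzd1 by 0.88 and -0.24, and Wisp1 (now Ccn4) by 0.67 and -0.50. Igf1 rose by 0.37 and then changed by -0.82, and Irs1 changed by 1.68 and -0.28. The collagen genes Col5a3, Col6a5 and Col7a1 changed by 1.27, 2.42 and 0.80 in high serum. In low serum Col5a3 changed by -0.67 and Col7a1 by -0.46. Col6a5 was at or under 3 counts in the low serum heterospheroids and at least 1.04-fold lower there. The low serum call of Col6a5 (edgeR quasi-likelihood adjusted p = 0.0454) was lost in 8 of the 15 fits without 1 library (adjusted p-value up to 0.162), and also without a filter, with DESeq2 and with the edgeR version 4 fit. Adding the unused high serum library kept the direction of all 10 genes, with high serum changes from 0.39 for Igf1 to 4.14 for Axin2. The difference between the serum conditions was below -1 on the log2 scale for each of the 10, from -1.12 for Fzd1 to -4.46 for Axin2.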

For mPSCs, the transcript levels of genes that were related to the Wnt pathway (*Wnt9a, Axin2, Fzd1, Wisp1* and *Nkd2*), the insulin-like growth factor receptor signaling pathway (*Igf1, Irs1*) and ECM (*Col5a3, Col6a5, Col7a1*) were higher in high serum but lower in low serum in heterospheroids compared monospheroids (Supplemental Figure S4B).

### Targeting cholesterol synthesis led to increased apoptosis in Panc1 upon co-culture with mPSCs

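Under low serum condition, the panel of cholesterol synthesis genes in Panc1 changed by a median log2 fold change of -0.10 from mono- to heterospheroids (n = 4 libraries each), with 2 of 24 higher and 15 lower (camera adjusted p = 7.5e-05). Adjusted over the list alone, 2 were higher and 16 lower. The call held with fry (adjusted p = 2.3e-07) and did not hold with an estimated correlation (0.0516).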

The genes from the “cholesterol homeostasis” gene set had higher transcript levels in Panc1 from heterospheroids in high serum condition (Fig. 2B). For instance, the expression of 3-hydroxy-3-methylglutaryl coenzyme A reductase (*HMGCR*), the rate-limiting enzyme for cholesterol synthesis, was higher in Panc1 from heterospheroids compared to monospheroids in high serum condition (Fig. 4A). To test whether this identified pathway could be a possible target for PDAC treatment, we incubated Panc1 in monospheroids and heterospheroids under high serum condition with 5 µM pitavastatin, a HMGCR inhibitor, for three days. Panc1 cells in heterospheroids following pitavastatin treatment had a significantly higher apoptosis rate when compared to those grown in monospheroids (Fig. 4B). The mRNA expression of low-density lipoprotein receptor (*LDLR*) in Panc1 from heterospheroids or monospheroids was similar following pitavastatin treatment (Fig. 4C). However, the mRNA expression of proprotein convertase subtilisin/kexin type 9 (*PCSK9*) was significantly elevated in Panc1 from heterospheroids compared to monospheroids following pitavastatin treatment (Fig. 4D).

**Fig. 4:**
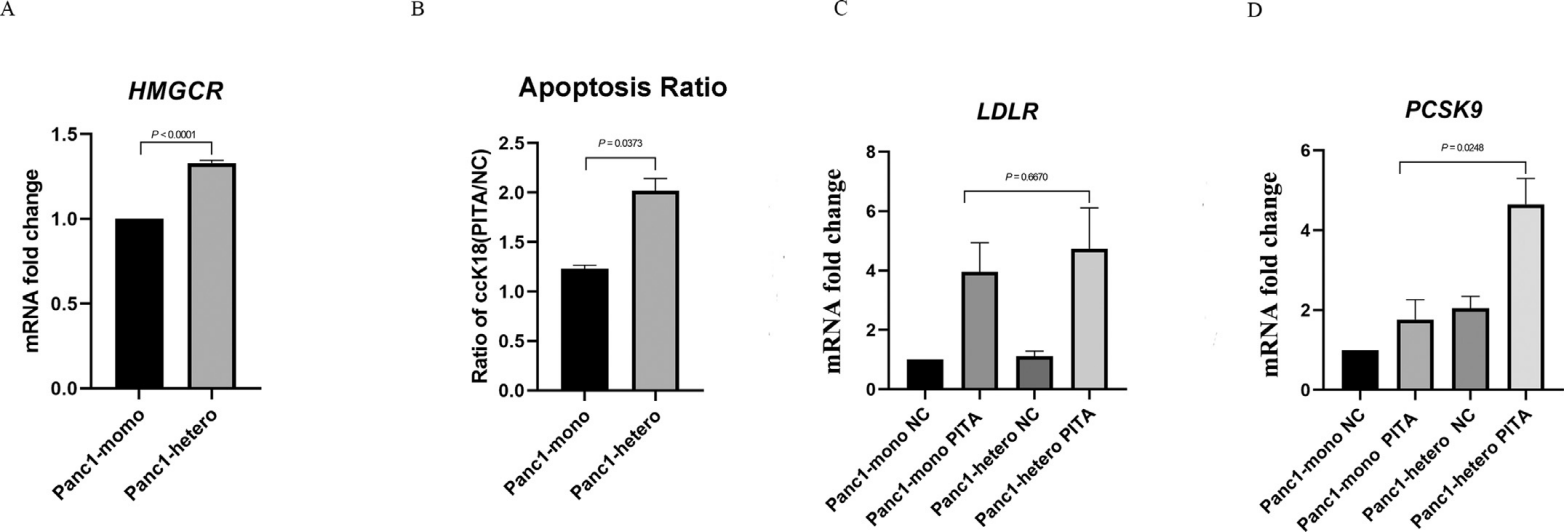
Targeting cholesterol biosynthesis with pitavastatin under high serum condition (A) The mRNA expression of *HMGCR* in Panc1 from monospheroids and heterospheroids was analyzed by qRT-PCR. (B) The ratio of epithelial-specific caspase-cleaved cytokeratin 18 (ccK18) for Panc1 in monospheroids and heterospheroids grown in high serum after 5 µM pitavastatin (PITA) or mock (NC) treatment. (C, D) The expression of *LDLR* and *PCSK9* in Panc1 from monospheroids and heterospheroids grown in high serum and treated with 5 μM pitavastatin. Bars indicate standard error of the mean (SEM).

### Co-culture with pancreatic stellate cells shifted tumor cells to a more aggressive molecular subtype

To study whether the transcriptional changes for Panc1 induced by mPSCs co-culture related to previously determined PDAC molecular subtypes, we compared DEGs of Panc1 with the basal-like/classical and squamous/progenitor gene signatures as described by Moffitt et al. [5] and Bailey et al. [6]. 

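The published lists of subtype signatures were not held here, and 2 panels written from general knowledge stood in for them with few expressed genes. How far the members of these panels match the published signatures was not checked. Of 25 genes named for basal-like tumors, 10 were expressed in Panc1 cells highly enough to be tested, and of 24 named for classical tumors, 5. The classical panel had a median log2 fold change of -0.62 in high serum heterospheroids, with 1 gene higher and 2 lower (also adjusted over the list alone), and -0.12 in low serum, with 0 higher and 2 lower by both adjustments. In the basal-like panel 2 genes were higher and 2 lower in either serum over all genes tested, and 3 and 2 in high serum adjusted over the list alone. Its median was 0.20 in high serum and 0.01 in low serum. With genes at or under 3 counts left out or set to their bound, these medians were -0.000206 and -0.02, and that of the classical panel in low serum was -0.05. The classical medians also moved with the processing. Without an expression filter they were -0.146 in high serum and 0.00054 in low serum. The low serum one was -0.278 with the 2 groups fitted alone. With so few genes, single libraries moved the medians: leaving each out in turn gave -0.716 to -0.347 (without heterospheroid replicate 1) for the classical panel in high serum, -0.309 (without heterospheroid replicate 3) to 0.187 (without heterospheroid replicate 1) for the classical panel in low serum, and -0.00962 (without heterospheroid replicate 1) to 0.283 for the basal-like panel in high serum. None of the 4 comparisons passed with camera, where the adjusted p-values of the classical panel were 0.249 and 0.562 and those of the basal-like panel 0.566 and 0.917. With fry the classical panel passed in both serum conditions (adjusted p = 4.0e-04 and 0.00678), and the basal-like panel passed in high serum (0.00703), where fry gave its direction as lower.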

Interestingly, a significantly higher proportion of genes from the classical and progenitor signatures had higher transcript levels in Panc1 from monospheroids, while a significantly larger proportion of genes from the basal-like and squamous gene signatures had higher transcript levels in Panc1 from heterospheroids under both, high serum condition (Fig. 5A) and low serum condition (Fig. 5B). Therefore, Panc1 cells in monospheroids appear to have global transcript levels more similar to classical/progenitor, while Panc1 cells in heterospheroids are more reminiscent of basal-like/squamous subtype cells, independent of serum concentration.

**Fig. 5:**
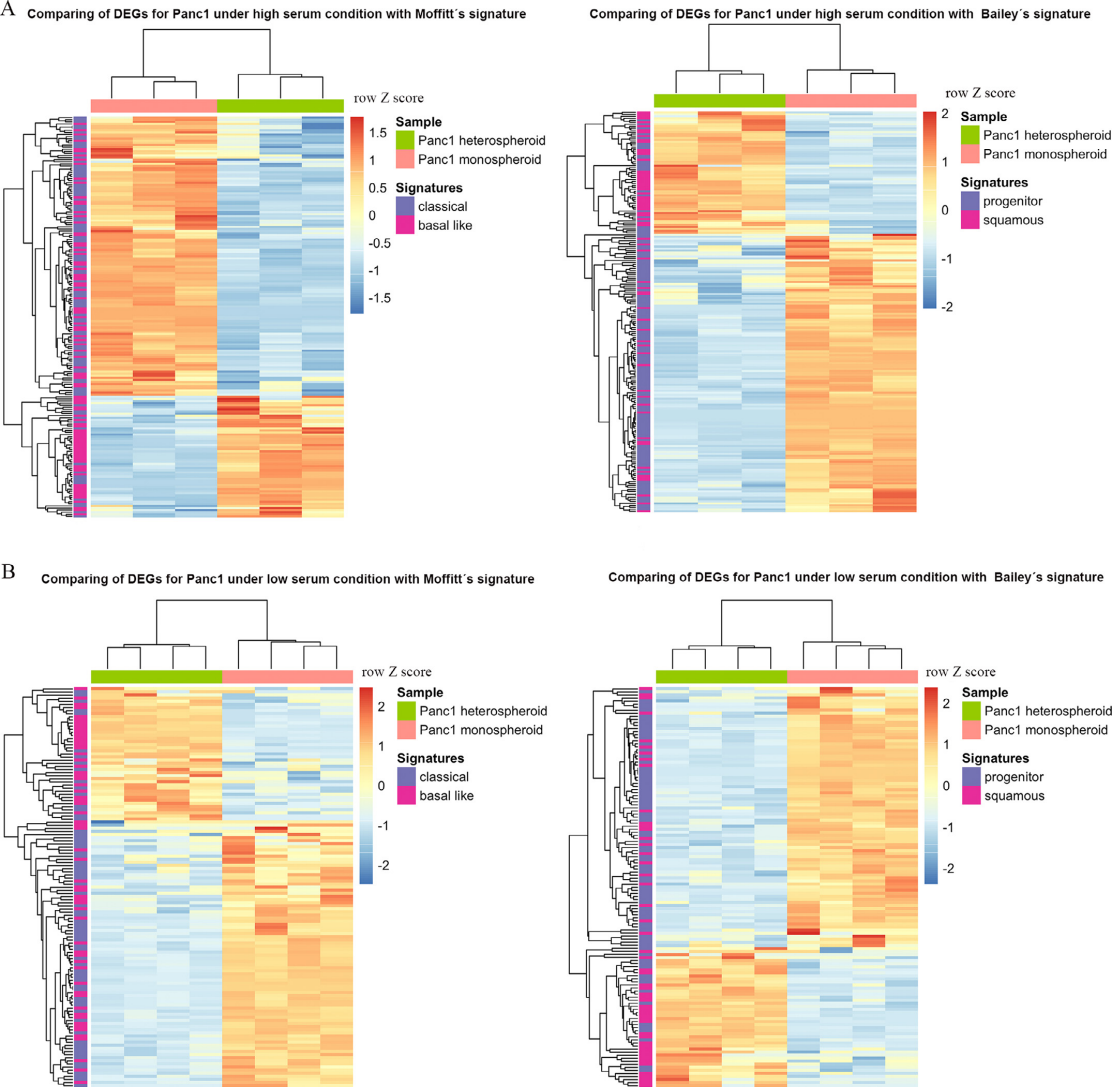
PDAC subtype classification according to previously identified molecular signatures (A) Comparisons of DEGs for Panc1 grown in hetero- vs. monospheroids under high serum condition with the PDAC stratification gene signatures from Moffitt et al. (*P* = 4.13 × 10^−5^) and Bailey et al. (*P* = 5.46 × 10^−8^) [5, 6]. (B) Comparison of the DEGs for Panc1 grown in hetero- vs. monospheroids cultured under low serum condition with the PDAC stratification gene signatures from Moffitt et al. (*P* = 8.45 × 10^−3^) and Bailey et al. (*P* = 1.52 × 10^−5^) [5, 6]. DEGs: differentially expressed genes.

### Overlap between significantly changed genes of Panc1 cells co-cultured with mPSCs and pancreatic tumor samples from patients of the TCGA cohort

By analysing the publicly available data of patients with pancreatic adenocarcinoma from the TCGA_PAAD cohort [38] (https://portal.gdc.cancer.gov/projects/TCGA-PAAD) with Moffitt's classification (basal-like vs. classical), we identified 794 DEGs with higher transcript levels in the basal-like subtype patient group and 1086 with higher transcript levels in the classical patient group. For patient groups with Bailey's classification (squamous vs. progenitor), we identified 1107 DEGs with higher transcript levels in the squamous subtype patient group and 1703 DEGs with higher transcript levels in the progenitor subtype patient group. Then we compared the DEGs for Panc1 grown in heterospheroids versus monospheroids with DEGs for patient groups in the TCGA cohort based on Moffitt's and Bailey's classification. Under high serum condition, there was a larger proportion of DEGs with higher transcript levels for Panc1 grown in heterospheroids compared to DEGs with higher transcript levels for Panc1 grown in monospheroids that overlapped with DEGs with higher transcript levels from the basal-like TCGA patient group (6.7% vs. 4.4%, *P* = 0.036, Supplemental Figure S5A) and the squamous TCGA patient group (11.1% vs. 6.3%, *P* = 3.07 × 10^−4^, Supplemental Figure S5B). In addition, there was a bigger proportion of DEGs with higher transcript levels from Panc1 grown in monospheroids compared to that for Panc1 grown in heterospheroids which overlapped with DEGs with higher transcript levels from the classical TCGA patient group (6.3% vs. 1.7%, *P* = 1.12 × 10^−6^, Supplemental Figure S5C) and the progenitor TCGA patient group (11.7% vs. 5.7%, *P* = 3.20 × 10^−5^, Supplemental Figure S5D), respectively. Under low serum condition, the proportion of DEGs with higher transcript levels from Panc1 grown in heterospheroids was bigger than that for Panc1 grown in monospheroids which overlapped with DEGs with higher transcript levels from the basal-like TCGA patient group (7.5% vs. 6.4%, *P* = 0.474, Supplemental Fig. S5E) and the squamous TCGA patient group (12.9% vs. 8.1%, *P* = 8.42 × 10^−3^, Supplemental Figure S5F). However, a larger proportion of DEGs with higher transcript levels from Panc1 grown in monospheroids compared to that for Panc1 grown in heterospheroids overlapped with DEGs with higher transcript levels from the classical TCGA patient group (7.8% vs. 2.7%, *P* = 2.63 × 10^−4^, Supplemental Figure S5G) and the progenitor TCGA patient group (14.9% vs. 7.7%, *P* = 2.82 × 10^−4^, Supplemental Figure S5H), respectively.

### mPSCs changed their CAF subtype depending on co-culture with tumor cells and different serum conditions

Recently, an intratumoral heterogeneity in PDAC has been identified in terms of CAFs, i.e., myCAFs and iCAFs [11]. In order to investigate if similar subtypes of mPSCs might exist in our model, we compared the published signature genes of myCAFs and iCAFs with DEGs of mPSCs in heterospheroids and monospheroids [11]. Under high serum condition, we observed a trend for a larger proportion of genes with higher transcript levels of the myCAF signature from mPSCs grown in heterospheroids, whereas a trend for a larger proportion of genes with higher transcript level from the iCAF signature was detected in mPSCs grown in monospheroids (Fig. 6A). 

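In a panel of 20 myCAF markers, 14 had a higher and 3 a lower transcript level in mPSCs from high serum heterospheroids, or 14 and 5 adjusted over the list alone. The median log2 fold change was 0.67 (camera adjusted p = 1.0e-10). Of 19 tested iCAF markers, 12 were lower and 0 higher, over all genes and over the list alone, with a median of -0.32 (camera adjusted p = 3.3e-13), which lay between -0.620 and -0.305 when each library of the common fit was left out. Both calls held with fry and with an estimated correlation. The markers were listed from general knowledge and are not the published signature genes that the paper compared with its DEGs.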

Neverthelesss, qRT-PCR demonstrated that the iCAF marker genes *Cxcl1, Il1r1* and *Il6* were significantly higher expressed in mPSCs from monospheroids, while *Acta2* and *Ctgf* which belong to the myCAF markers had significantly higher expression levels in mPSCs from heterospheroids (Fig. 6B and C). 

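The same 2 marker panels were examined in mPSCs under low serum condition. Of 20 myCAF markers, 10 were higher and 6 were lower in heterospheroids, over all genes and over the list alone. The median log2 fold change was 0.19, or 0.13 without a gene at or under 3 counts in both groups (camera adjusted p = 0.00651). The myCAF call held with fry and was lost with an estimated correlation (adjusted p = 0.0905) and without an expression filter (0.0942). Of 19 tested iCAF markers, 5 were higher and 9 were lower, again by both adjustments. Their median was -0.06 (camera adjusted p = 1.7e-04, called lower), and the call held with fry and with an estimated correlation (0.0452). The iCAF median moved with single libraries, from -0.412 without heterospheroid replicate 4 to -0.0354 without monospheroid replicate 1, and was -0.218 with the unused high serum library, with the panel called lower in each of these fits. The change from mono- to heterospheroids in low serum minus that in high serum had a median of 0.41 for the iCAF panel (camera adjusted p = 1.8e-04) and -0.15 for the myCAF panel (camera adjusted p = 0.00118). These panels are not the signature genes of the paper, whose overlap with the DEGs was not computed here.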

Surprisingly, under low serum condition, we found a statistically significant bigger proportion of iCAF signature genes enriched in mPSCs from heterospheroids, whereas a significantly bigger proportion of myCAF signature genes was enriched in mPSCs from monospheroids (Fig. 6D). These findings were corroborated by qRT-PCR results showing that the iCAF markers *Il6* and *Il1r1* were significantly higher expressed in mPSCs from heterospheroids (Fig. 6E). On the other hand, also the myCAF markers *Cgtf* and *Acta2* were significantly higher expressed and the iCAF marker gene *Cxcl1* was lower expressed in mPSCs from heterospheroids under low serum condition (Fig. 6E). This might reflect either co-existence of two distinct CAF sub-populations in the heterospheroids or that the PSCs/CAFs could exist as a more plastic, mixed phenotype. The trend regarding the expression levels of CAF marker genes from RNA-seq data was consistent with RT-qPCR results except *Il1r1* (Fig. 6F). 

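RPKM values were computed from the deposited counts, the deposited gene lengths and TMM scaling. In low serum mPSCs, Il6 (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) rose from 0.782 ± 0.0851 to 2.11 ± 0.264 RPKM (SD, n = 4), a log2 fold change of 1.41 (standard error 0.20, edgeR quasi-likelihood adjusted p = 1.9e-06). Cxcl1 fell from 3.89 ± 0.536 to 1.72 ± 0.357 RPKM, a log2 fold change of -1.18 (standard error 0.18, edgeR quasi-likelihood adjusted p = 3.9e-06). Acta2 had 25.1 ± 1.49 RPKM in monospheroids and 60.0 ± 4.92 in heterospheroids. Ctgf went from 7.69 ± 0.182 to 8.55 ± 1.49 RPKM, a difference within the spread between replicates (edgeR quasi-likelihood adjusted p = 0.245), although the fit without heterospheroid replicate 1 called it higher (adjusted p-value 0.0159). Il1r1 (ENSMUSG00000026072, chromosome 1 from 40225080 to 40317257) had 8.78 ± 0.574 and 8.42 ± 0.396 RPKM and did not differ (edgeR quasi-likelihood adjusted p = 0.423). In high serum, Cxcl1 fell from 6.50 ± 0.493 to 2.12 ± 0.353 RPKM (edgeR quasi-likelihood adjusted p = 9.5e-11) and Il1r1 from 15.7 ± 0.238 to 12.5 ± 0.173 RPKM (edgeR quasi-likelihood adjusted p = 2.2e-06). There Ctgf rose from 15.6 ± 0.541 to 31.6 ± 1.86 RPKM (edgeR quasi-likelihood adjusted p = 3.8e-14), and Il6 did not differ (log2 fold change -0.17, edgeR quasi-likelihood adjusted p = 0.368). With the unused high serum library, the changes there were -1.64 for Cxcl1, -0.33 for Il1r1, 1.00 for Ctgf and -0.11 for Il6.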

TGF-β secreted by tumor cells has been demonstrated to promote the myCAF phenotype and counteract iCAF differentiation [41]. In order to test whether the CAF status of mPSCs in heterospheroids under high serum condition could be shifted, we incubated heterospheroids cultured under high serum condition with 5 µM of the TGFBR1/2 kinase inhibitor LY2109761 starting on day 1 after seeding and analyzed the gene expression by qRT-PCR on day 4. The results indicated decreased expression levels of *Ctgf* and *Acta2* in mPSCs from heterospheroids (Supplemental Figure S6), while the expression levels for *Cxcl1* and *Il1r1* increased (Supplemental Figure S6), indicating that inhibition of TGF-β signaling led to a shift of mPSCs from a myCAF to a more iCAF-like phenotype.

**Fig. 6:**
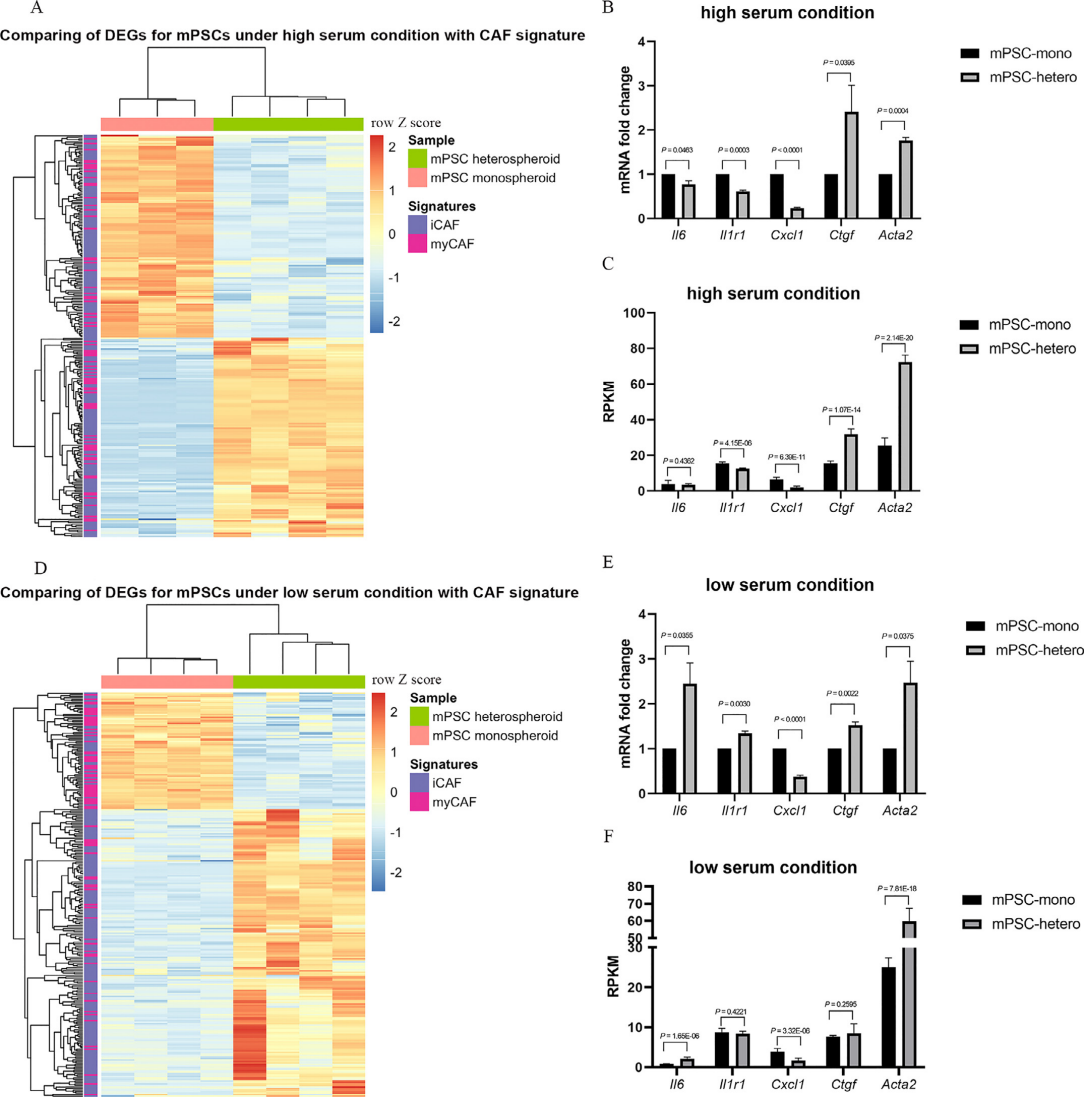
Comparison of genes with significantly changed transcript levels with published CAF signatures (A) Comparison of DEGs for mPSCs grown in hetero- vs. monospheroids under high serum condition with my-/iCAF signatures [11] (*P* = 0.073). (B) qRT-PCR analysis and (C) RPKM value of iCAF and myCAF marker genes in mPSCs from monospheroids and heterospheroids under high serum condition. (D) Comparison of the DEGs for mPSCs grown in hetero- vs. monospheroids under low serum condition with my-/iCAF signatures [11] (*P* = 3.15 × 10^−12^). (E) qRT-PCR analysis and (F) RPKM value of iCAF and myCAF marker genes of mPSCs from monospheroids and heterospheroids under low serum condition. Bars show standard error of the mean (SEM). DEGs: differentially expressed genes; RPKM: Reads Per Kilobase of transcript per Million reads mapped.

### Co-culture with pancreatic stellate cells increased the sensitivity of tumor cells to gemcitabine but not paclitaxel and SN38

Chemotherapy is the major treatment for most PDAC patients. Gemcitabine plus nanoparticle albumin-bound paclitaxel and FOLFIRINOX (a combination of folinic acid/leucovorin, 5-FU, irinotecan and oxaliplatin) are new first-line therapies for metastatic PDAC patients [42,43]. Recently, pharmacotranscriptomic expression signatures derived from PDAC patients’ organoids have been proposed to predict responses to several commonly used chemotherapeutics [36]. In order to investigate whether these pharmacotranscriptomic expression signatures can predict changes in treatment response of Panc1 cells upon coculture with mPSCs, we compared the DEGs of Panc1 grown under high serum condition with the published pharmacotranscriptomic expression signatures for gemcitabine (GEM), paclitaxel (PAC) and SN38 [36]. A larger proportion of genes predicting “sensitive to drug” had higher expression levels in Panc1 from heterospheroids under high serum condition for all three drugs (Fig. 7A–C). Since it is technically difficult to analyze the treatment effect on the apoptosis level of only the Panc1 cells in the heterospheroids, we used the M30 Apoptosense® CK18 kit, which detects the epithelial-specific soluble caspase-cleaved cytokeratin 18 (ccK18), to determine apoptosis specifically in the cancer cells. A significantly higher apoptosis rate was identified for Panc1 from heterospheroids compared to monospheroids after 50 µM gemcitabine treatment for 3 days (Fig. 7D). A heatmap shows the transcript levels of gemcitabine importer genes (*SLC29A1, SLC29A2*) and metabolizing enzymes (*DCK, CMPK1* and *NME1*) (Supplemental Figure S7A). Most of these genes had higher transcript levels in Panc1 from heterospheroids compared to monospheroids. 

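In high serum, SLC29A1 (ENSG00000112759, chromosome 6 from 44219505 to 44234151) rose from 453 ± 5.31 to 533 ± 11.6 CPM in Panc1 (SD, n = 3), a log2 fold change of 0.23 (standard error 0.03, edgeR quasi-likelihood adjusted p = 9.2e-07). SLC29A2 rose by 0.59 (edgeR quasi-likelihood adjusted p = 4.3e-08), NME1 by 0.24 (edgeR quasi-likelihood adjusted p = 1.7e-04) and CMPK1 by 0.16 (edgeR quasi-likelihood adjusted p = 0.00706), and the call of CMPK1 was lost in a fit without 1 library (adjusted p-value 0.0506) and with a total of 10 counts as the filter (0.0996). DCK (ENSG00000156136, chromosome 4 from 70992538 to 71030914) had 35.8 ± 1.29 and 35.8 ± 2.26 CPM, and its change of 0.01 was not distinguishable from 0 (edgeR quasi-likelihood adjusted p = 0.943). With the unused libraries the changes were 0.25 for SLC29A1, 0.57 for SLC29A2, 0.30 for NME1, 0.20 for CMPK1 and 0.06 for DCK. In low serum DCK rose from 32.0 ± 2.08 to 41.4 ± 1.70 CPM (n = 4), a log2 fold change of 0.37 (edgeR quasi-likelihood adjusted p = 1.0e-06), and CMPK1 by 0.23 (edgeR quasi-likelihood adjusted p = 3.5e-05). SLC29A1 changed by -0.33 and SLC29A2 by -0.26 there (edgeR quasi-likelihood adjusted p = 1.0e-10 and 1.0e-04), and NME1 was unchanged within error (edgeR quasi-likelihood adjusted p = 0.965). As a panel, the 5 genes had a median of 0.23 in high serum (camera adjusted p = 0.0172), with 4 higher and 0 lower over all genes and over the list alone. The panel call did not hold with an estimated correlation (0.0507). In low serum 2 genes were higher and 2 were lower by both adjustments (camera adjusted p = 0.865).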

We verified these observations by analyzing the expression of *SLC29A1* (major gemcitabine transporter) and *DCK* (rate-limiting activating enzyme) by qRT-PCR and found Panc1 had significantly higher expression of these two genes upon co-culture with mPSCs (Supplemental Figure S7B and C). In contrast to gemcitabine, treatment with 1 µM paclitaxel (Fig. 7E), or 1 µM SN38 (Fig. 7F) for 3 days resulted in significantly higher apoptosis rates for Panc1 cells from monospheroids compared to heterospheroids, which was not predicted by comparison to the respective pharmacotranscriptomic signatures.

**Fig. 7:**
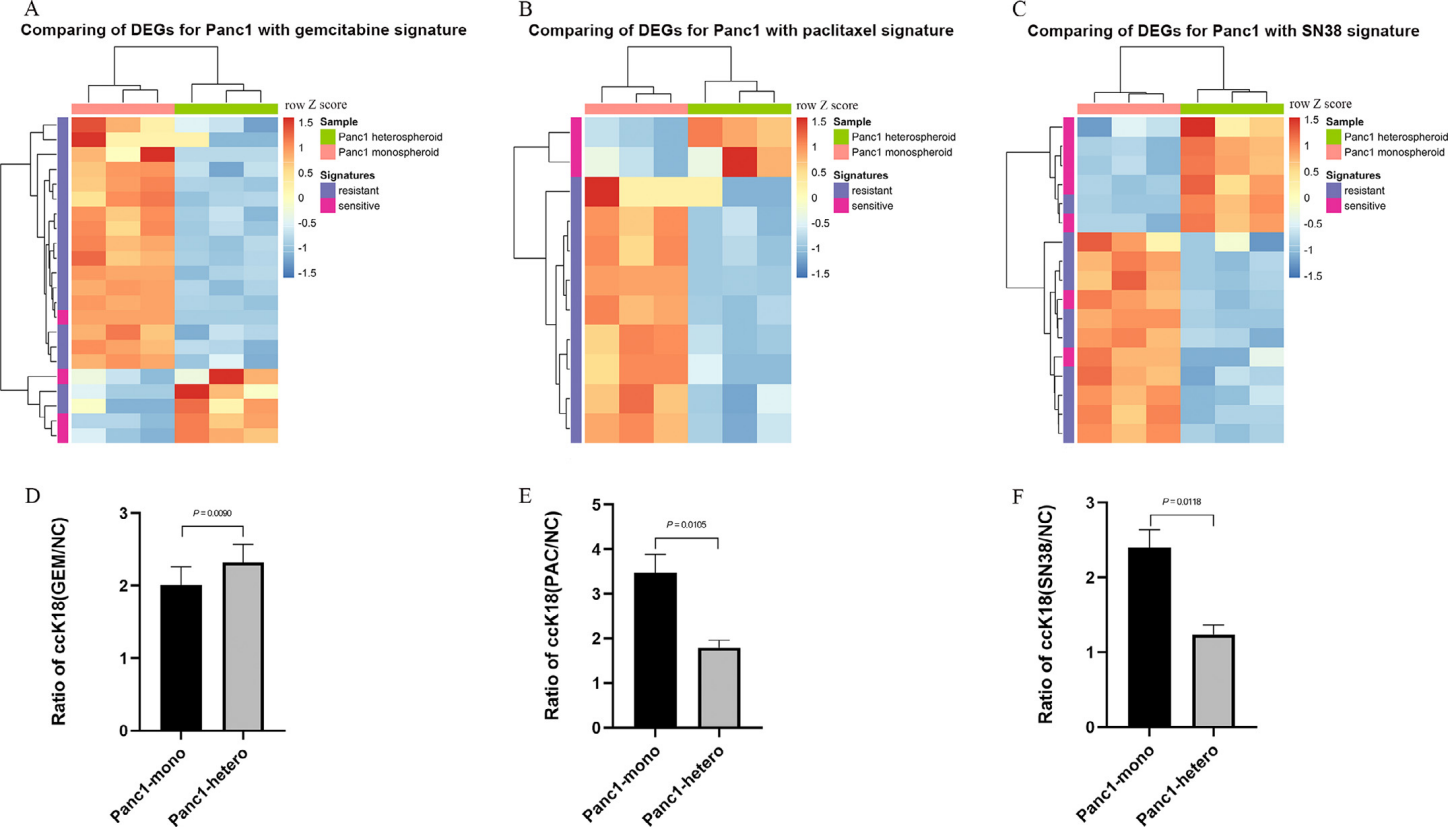
Comparison of genes with significantly changed transcript levels with published pharmacotranscriptomic expression signatures (A–C) Comparison of DEGs for Panc1 grown in hetero- vs. monospheroids under high serum condition with pharmacotranscriptomic expression signatures[36] of (A) gemcitabine (*P* = 0.024), (B) paclitaxel (*P* = 0.018) and (C) SN38 (*P* = 0.035). (D–F) The ratio of epithelial specific caspase-cleaved cytokeratin 18 (ccK18) for Panc1 from monospheroids and heterospheroids after 50 µM gemcitabine (D), 1 μM paclitaxel (E) and 1 μM SN38 (F) treatment on day 1 and analyzed on day 4 under high serum condition. Bars show standard error of the mean (SEM). GEM: gemcitabine; PAC: paclitaxel; DEGs, differentially expressed genes.

## Discussion

Desmoplasia represents a morphological and functional hallmark in pancreatic cancer. Much is known about the tumor cells as driver of the fibrogenic response by e.g., secretion of TGF-β [8]. However, studying the deeper interrelationships and crosstalk between the different cellular compartments of PDAC has been difficult, partly due to lack of suitable models. Although genetically engineered mouse models and xenograft models exist that more or less reflect tumor microenvironment, they are labour-intensive, expensive and time-consuming [44]. Here, we present and characterize an advanced *in vitro* 3D co-culture system, which can be employed to study interactions between tumor cells and PSCs/CAFs under reproducible and controllable conditions suitable for interventions, while being monitorable through measurements of changes in gene expression levels in either of the involved cell types.

### The hallmarks of PDAC are reflected in the heterospecies heterospheroid model under different culture conditions

Under high serum condition, genes reflecting the main characteristics of PDAC, including proliferation, EMT, ECM receptor interaction and cholesterol homeostasis, were found to have increased transcript levels in Panc1 cells when co-cultured with mPSCs (Fig. 2B and Supplemental Figure S2A). At the same time mPSCs got activated, indicated by elevated expression of *Acta2* (Fig. 6B and C). Increased proliferation and EMT of pancreatic cancer cells and PSC activation have also been observed in a microfluidic 3D-culture system [45]. Recently, a scRNA-seq study demonstrated that PDAC cells co-cultured with CAFs resulted in elevated proliferation and EMT compared to PDAC cell monocultures [46]. Especially, some of the tumor cells were found displaying both proliferation and EMT phenotypes simultaneously. The molecular mechanism behind this observation was the activation of MAPK and STAT3 signaling pathways in tumor cells induced by CAF-secreted TGF-β1 [46]. 

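By RNA-seq under high serum condition, the transcript level of Ptch1 in mPSCs was 31.5-fold higher in heterospheroids than in monospheroids, a log2 fold change of 4.98 (standard error 0.06, edgeR quasi-likelihood adjusted p = 3.9e-33). It stayed between 4.91 and 5.06 on the log2 scale when each library was left out in turn. Gli1 was 93.0-fold higher, a log2 fold change of 6.54 (standard error 0.09, edgeR quasi-likelihood adjusted p = 2.3e-30), which stayed between 6.32 and 6.66. With the unused monospheroid replicate 2 added, the changes were 4.92 for Ptch1 and 6.50 for Gli1 on the log2 scale. That library had 28.3 CPM of Ptch1 and 2.71 CPM of Gli1 before TMM scaling, against at least 732 and 208 CPM in every heterospheroid.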

We found the hedgehog pathway enriched in mPSCs from heterospheroids, with around 32-fold higher expression of *Ptch1* and 100-fold higher expression of *Gli1* (Fig. 2C and Supplemental Figure S2B). The role of sonic hedgehog (Shh) signaling in PDAC is controversial. It has been found supporting the desmoplastic reaction in PDAC [47], while prolonged or constitutive inhibition of Shh signaling in genetically engineered mouse models led to undifferentiated, more aggressive PDAC cells and decreased survival [48]. These unexpected observations paved the way for the idea that CAFs with tumor suppressive property might exist in PDAC [49]. Therefore, stroma targeting treatment strategies need to be developed by taking into account the effects of CAFs and as well as other stromal cell types.

The nutrient poor environment is one of the main characteristics of PDAC, which is caused by the excessive ECM formation and paucity of a functional vasculature inside the tumor, contributing to the aggressive phenotype and chemoresistance [50]. We mimicked the poor nutrient condition in our advanced *in vitro* model by culturing cells under low serum condition and found inflammation-related pathways such as IFNα and TNF enriched in Panc1 from heterospheroids compared to monospheroids (Fig. 3B). These findings are well in line with a previous scRNA-seq analysis of primary PDAC tumor tissue [51]. Recently, another scRNA-seq analysis indicated that the inflammatory-related pathways including IFNα and -γ signaling and TNF signaling were enriched in parental tumor tissue, whereas cell cycle related pathways were enriched in organoids [52]. Therefore, we speculate that the low serum condition might more closely mimic the PDAC *in vivo* environment, especially for avascular tumor microregions. Furthermore, the most widely used *in vitro* cell culture condition, supplementation with high concentrations of fetal calf serum, might constitute a bias towards a mainly proliferative response.

### Co-culture of PDAC cells and murine pancreatic stellate cells revealed a switch in tumor and CAF phenotype

Research during the last 20 years has clearly demonstrated that cancer and stromal cells in PDAC and other cancers influence each other strongly [[4], [5], [6],^11^]. In a reductionist approach, this was much neglected in preclinical research until recently. Here, we demonstrated that tumor cells co-cultured with PSCs shifted towards a more squamous/aggressive phenotype and simultaneously educated their local microenvironment (Fig. 5A, B and 6A, D). Furthermore, we validated such tumor subtype switch of Panc1 cells by comparing their transcriptomes to that of patient samples from the TCGA_PAAD cohort [38]. We found that Panc1 cells grown in heterospheroids behaved more similar to tumors/patients of the basal-like/squamous subtype, while Panc1 cells in monospheroids were closer to tumors of the classical/progenitor subtype, independent of serum concentration (Supplemental Fig. S5). The molecular basis for progenitor/classical and squamous/basal-like differentiation is less known. It has been proposed that TP63-mediated enhancer reprogramming drives squamous subtype differentiation in PDAC [53]. However, TP63 has not been found to be expressed in Panc1 cells [54], which was in line with our RNA-seq results (the observed expression level for *TP63* was less than 0.2 RPKM). Hence, there must be a TP63-independent mechanism driving Panc1 to the more aggressive subtype in our model. MYC amplification has been found associated with adenosquamous histology in PDAC [55]. Bailey et al. demonstrated that MYC pathway activation is involved in the squamous subtype [6]. Interestingly, we found gene sets representing MYC targets enriched in Panc1 cells when grown in heterospheroids (Fig. 2B), indicating that MYC might be a driver of this shift towards a more aggressive cancer subtype.

Öhlund et al. [11] were the first to distinguish two subtypes of CAFs with different spatial location and functions, while a possible molecular mechanism to explain the different subtypes was identified by Biffi et al. [41]. We found that the subtype of the CAFs was not only affected by co-culture with tumor cells, but also by the culture conditions themselves. Under low serum condition, the inflammation-related pathway genes enriched in Panc1 from heterospheroids might provide an inductive stimulus for the iCAF phenotype of the co-cultured mPSCs, while Panc1 from heterospheroids cultured in high serum condition might favour mainly a myofibroblast supporting environment, due to for instance high content of platelet-derived growth factor and TGFβ in FBS.

### PSCs/CAFs influenced the sensitivity of tumor cells towards therapeutic approaches in the mixed species heterospheroid model

The poor response of PDAC patients to drug treatment depends on tumor cell-autonomous characteristics and interactions with surrounding cells of the tumor microenvironment. We found that the presence of mPSCs significantly influenced the therapeutic response of Panc1 cells in our model. Based on a previous observation that CAFs could act as a sink for gemcitabine [56], one may have expected that the presence of mPSCs has a protective effect on Panc1 cells in the heterospheroids. However, we observed a higher apoptosis rate of Panc1 cells upon co-culture with mPSCs, which was supported by comparison of our RNA expression data to the recently published pharmacotranscriptomic gemcitabine sensitivity signature [36] (Fig. 7A, D). These results are also in line with previous studies by Collision et al. [4] and Chan-Seng-Yue et al. [57], who found that quasi-mesenchymal and basal-like PDACs were more sensitive to gemcitabine. The reason for the increased sensitivity towards gemcitabine might be the higher expression of gemcitabine importers (*SLC29A1, SLC29A2*) and prodrug activating enzymes (*DCK*) in Panc1 upon co-culture with mPSCs (Supplemental Figure S7A, B and C) [58]. In contrary to the predictions deduced from the paclitaxel and SN38 pharmacotranscriptomic signature comparison to Panc1 DEGs (Fig. 7B and C), our results of epithelial cell specific apoptosis assays indicated that Panc1 cells were more sensitive to paclitaxel and SN38 in monospheroids (Fig. 7E and F). This means that the presence of stromal cells in the form of mPSCs seemed to have a protective effect on the co-cultured Panc1 cells for these drugs. Our results also indicate that the pharmacotranscriptomic signatures derived from pure epithelial organoid cultures might not be translatable one to one on stroma-containing culture approaches. Paclitaxel is a microtubule-stabilizing agent, and a well known mechanism of paclitaxel resistance is overexpression of the ATP-binding cassette (ABC) transporter ABCB1, which leads to efflux of paclitaxel [59]. However, the transcript level of *ABCB1* was extremely low in all types of Panc1 spheroids. In addition, another ABC transporter ABCG2 has been found to be related to SN38 resistance in colon cancer and breast cancer cells [60,61]. However, we found no statistical difference in the expression of *ABCG2* between Panc1 from monospheroids and heterospheroids. Therefore, there might exist other mechanisms contributing to paclitaxel and SN38 resistance in our heterospecies heterospheroids, e.g., the more compacted structure (Supplemental Figure S1C) that could hamper drug penetration.

### Statins might be promising candidates to treat highly proliferative PDAC cells with cholesterol dependency

In order to test the importance of the upregulated pathways in cancer cells upon co-culture, we chose to target cholesterol synthesis by pitavastatin, a HMG-CoA reductase inhibitor. Statins have been shown to lower the risk of pancreatic cancer development, but little is known about the therapeutic effect of statins on established PDAC [62]. Our results demonstrated that pitavastatin treatment induced apoptosis on Panc1 cells, and co-culture with mPSCs increased this response (Fig. 4B). The reason might be the strongly elevated expression of *PCSK9* in Panc1 from heterospheroids following pitavastatin treatment (Fig. 4D). PCSK9 has the role of decreasing low-density lipoprotein cholesterol uptake by binding to extracellular LDLR, leading to LDLR internalization and intracellular degradation [63]. Our findings suggest statins as promising candidates for the treatment of highly proliferative PDAC with cholesterol dependency, both through inhibiting biosynthesis and impairing uptake.

### Assessment of advantages of the heterospecies spheroid model

Three-dimensional co-cultivation of different cell types has recently been widely used to narrow the gap between traditional monolayer culture and animal models [64]. The crosstalk between stroma and cancer cells has been investigated through indirect co-culture methods that neglect physical interaction [65] or direct co-culture that is hard to track back to the individual cell type. The advantage of the model described in the present study is that it allowed us to monitor the cells without any manipulation (e.g., enzymatic and or physical dissociation) of the spheroid itself prior to harvesting the RNA. The feasibility of the heterospecies spheroid PDAC model has been demonstrated by us [19] and others who studied co-culture of MIA PaCa-2 with mouse embryonic fibroblast [66]. Another advantage is that our spheroid model is scaffold-free, precluding biomaterials that might interfere with therapeutic agents [16,19]. Despite the obvious advantages of the mixed-species system revealed by our study, there are also limitations. Some signaling molecules may be species-specific, therefore the crosstalk between human tumor and mouse stroma cells might lack certain aspects [67]. However, our previous study confirmed that mouse PSCs and human PSCs behaved very similar when co-cultured with Panc1 [19], which could partly reduce the concern of species difference between mouse and human PSC.

## Conclusion

We established and characterized an advanced heterospecies 3D co-culture model, which recapitulated key features of *in vivo* PDAC for both tumor cells and PSCs/CAFs. Co-culture shifted the cancer cells towards a more aggressive molecular subtype, while at the same time not only activating mPSCs, but also influencing their cancer-related phenotype (iCAF/myCAF). In addition, co-cultured mPSCs affected the drug sensitivity of cancer cells significantly, making stromal cells a non-neglectable parameter when searching for new therapeutic strategies and in drug testing. Furthermore, this culture approach is also most suitable for elucidating the effects of CRISPR-Cas mediated gene manipulation, setting the stage for studying the mechanism of microenvironmental influence on PDAC as well as high-throughput drug screening.

## Funding

This study was supported with financial grants by Vetenskapsrådet (grant number: K2013-67 × 22322–01-3), RaHFo (grant numbers: 111252, 131163), EPC-TM-Net (EU grant number: 256974) and PRECODE (EU grant number: 861196) to ML, and CancerFonden (grant numbers: CAN2013/780, CAN2017/615, 20 1356 PjF 01 H) to RH and CancerFonden (grant number: CAN2018/624) to AW as well as China Scholarship Council (scholarship number: 201700260279) to XL.

## Credit authorship contribution statement

**Xinyuan Liu**: Software, Data Curation, Investigation, Writing - Original Draft preparation, Visualization, Funding acquisition. **Beate Gündel**: Investigation, Writing - Review & Editing. **Xidan Li**: Data Curation. **Jianping Liu**: Investigation. **Anthony Wright**: Methodology, Funding acquisition. **Matthias Löhr**: Conceptualization, Resources, Writing - Review & Editing, Supervision, Funding acquisition. **Gustav Arvidsson**: Methodology, Software, Data Curation. **Rainer Heuchel**: Conceptualization, Resources, Writing - Review & Editing, Supervision, Funding acquisition.

## Declaration of Competing Interests

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: 3D heterospecies spheroids of pancreatic stroma and cancer cells demonstrate key phenotypes of pancreatic ductal adenocarcinoma
**Source:** Transl Oncol. 2021 May 1;14(7):101107. doi: 10.1016/j.tranon.2021.101107
**Supplement:** Supplementary file 1

| Primer Pair | Direction | Sequence |
| --- | --- | --- |
| RPL13A | forward | GTCGTACGCTGTGAAGGCA |
|  | reverse | TTTCTTGTCGTAGGGCGGTG |
| PCSK9 | forward | CCAAGATCCTGCATGTCTTCC |
|  | reverse | AACTTCAAGGCCAGCTCCAG |
| LDLR | forward | CAGATATCATCAACGAAGC |
|  | reverse | CCTCTCACACCAGTTCACTCC |
| HMGCR | forward | CTGTCATTCCAGCCAAGGTT |
|  | reverse | GTCCACAGGCAATGTAGATG |
| MKI67 | forward | CTTTGGGTGCGACTTGACG |
|  | reverse | ACCCCGCTCCTTTTGATAGTA |
| CDH2 | forward | CTGCCATGACGTTTTATGGT |
|  | reverse | GGTTTGACCACGGTGACTAA |
| VIM | forward | GAACCAATGAGTCCCTGGAA |
|  | reverse | AGGTGGCAATCTCAATGTCA |
| FN1 | forward | GCAGCCTGCATCTGAGTACA |
|  | reverse | GGTGGAATAGAGCTCCCAGG |
| SLC29A1 | forward | GAGCACGATGCCTGGTTCAT |
|  | reverse | CAATGTCCCCACTGTCCGTC |
| DCK | forward | GAGGTGCCTATCTTAACACTGGA |
|  | reverse | AAAAGCCAACCTGCTGAGGA |
| Rpl13a | forward | GGCCAAGATGCACTATCGGA |
|  | reverse | GTGCGCTGTCAGCTCTCTAA |
| Acta2 | forward | GTCCCAGACATCAGGGAGTAA |
|  | reverse | TCGGATACTTCAGCGTCAGGA |
| Ctgf | forward | AAAGCAGCTGCAAATACCAA |
|  | reverse | TGTCTTCCAGTCGGTAGGCA |
| Il1r1 | forward | GGAATGTGGCTGAAGAGCAC |
|  | reverse | CCCGTGACGTTGCAGATCAG |
| Cxcl1 | forward | ACCTCAAGAACATCCAGAGCT |
|  | reverse | AGGTGCCATCAGAGCAGTCT |
| Il6 | forward | AGTTGCCTTCTTGGGACTGA |
|  | reverse | TCAGAATTGCCATTGCACAA |
| Gli1 | forward | CTGCGTGGTAGAGGGAACTC |
|  | reverse | CCTGGGACCCTGACATAAAG |

# Supplementary material for: 3D heterospecies spheroids of pancreatic stroma and cancer cells demonstrate key phenotypes of pancreatic ductal adenocarcinoma
**Source:** Transl Oncol. 2021 May 1;14(7):101107. doi: 10.1016/j.tranon.2021.101107
**Supplement:** Supplementary file 10

**Supplementary Information**

3D heterospecies spheroids of pancreatic stroma and cancer cells demonstrate key phenotypes of pancreatic ductal adenocarcinoma

Xinyuan Liu^a^, Beate Gündel^a^, Xidan Li^b^, Jianping Liu^b^, Anthony Wright^c^, Matthias Löhr^a,†^, Gustav Arvidsson^c,†^ and Rainer Heuchel^a,†,⁎^ 

†equal contribution

**Supplemental Figures**

**Supplemental Figure S1**

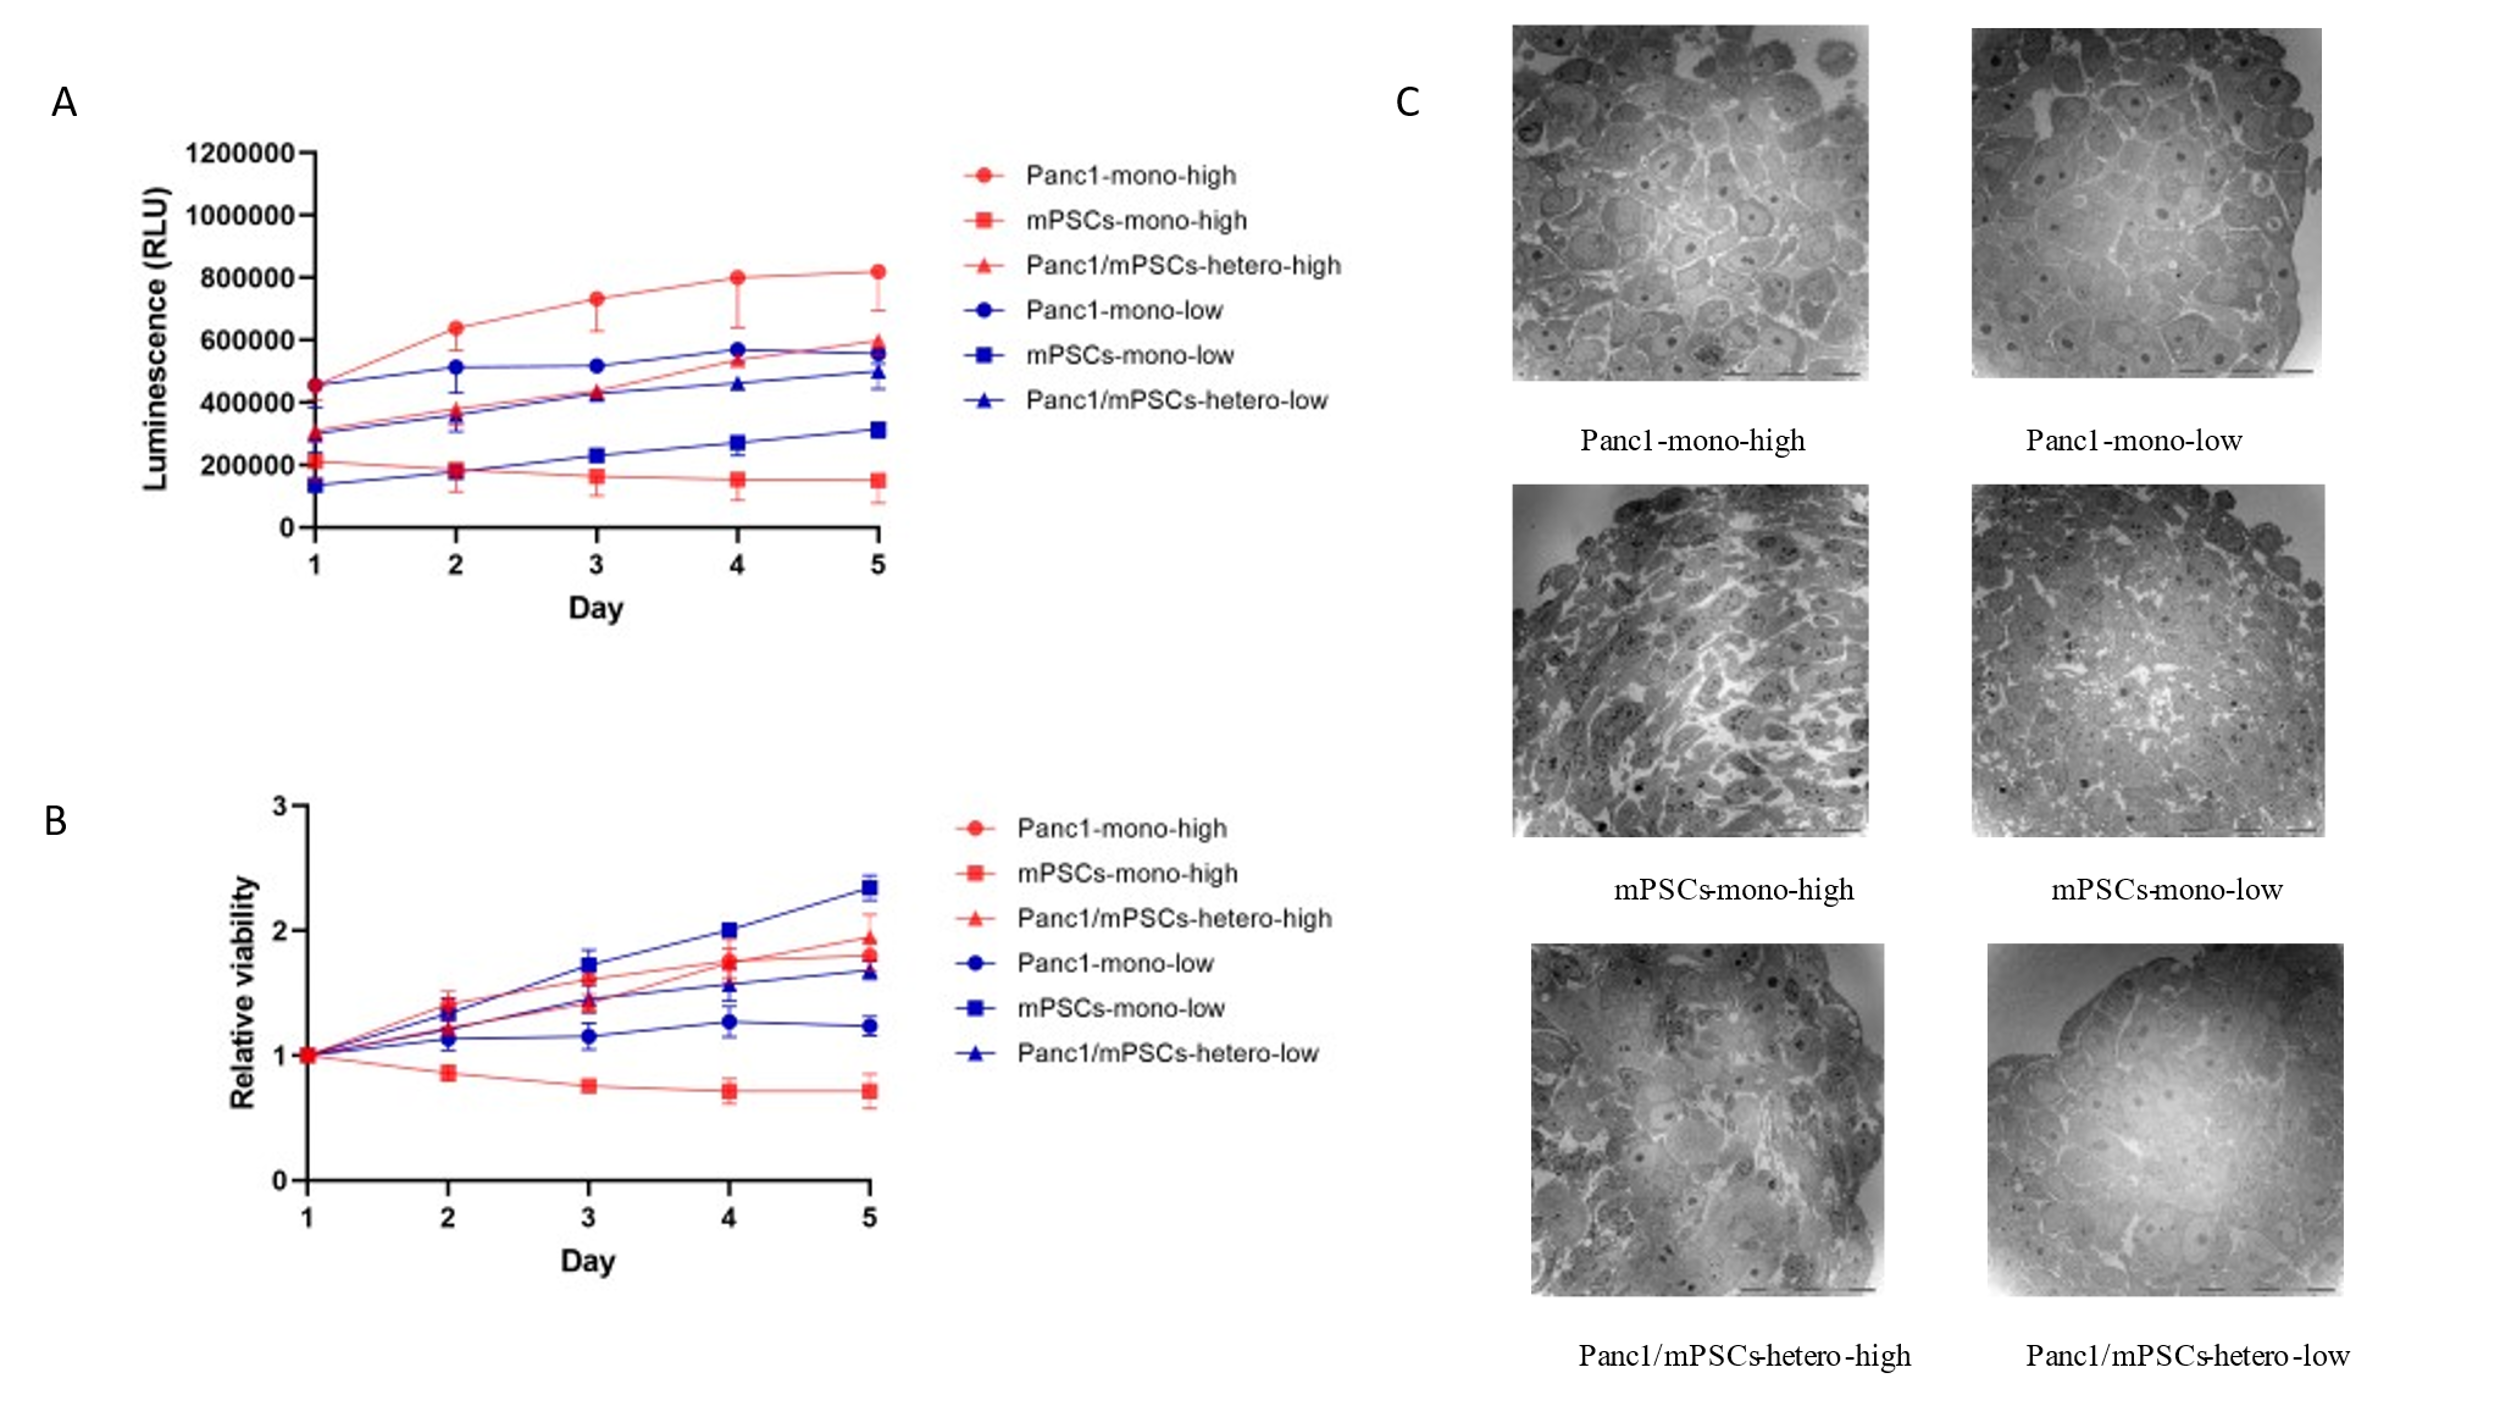

**Supplemental Figure S1. Growth curves for Panc1 and mPSCs from monospheroids and heterospheroids**

(A) Viability of Panc1, mPSCs from monospheroids (2500 cells) and heterospheroids (starting ratio: 500 Panc1 cells plus 2000 mPSCs under high serum and 1250 Panc1 cells plus 1250 mPSCs under low serum condition) from day 1 to day 5. (B) Relative viability of Panc1, mPSCs from monospheroids and heterospheroids defined by normalization to values at day 1. (C) Transmission electron microscopy of Panc1 and mPSCs monospheroids and heterospheroids sections from day 5 under high serum and low serum condition. Scale bars correspond to 50μm.

**Supplemental Figure S2**

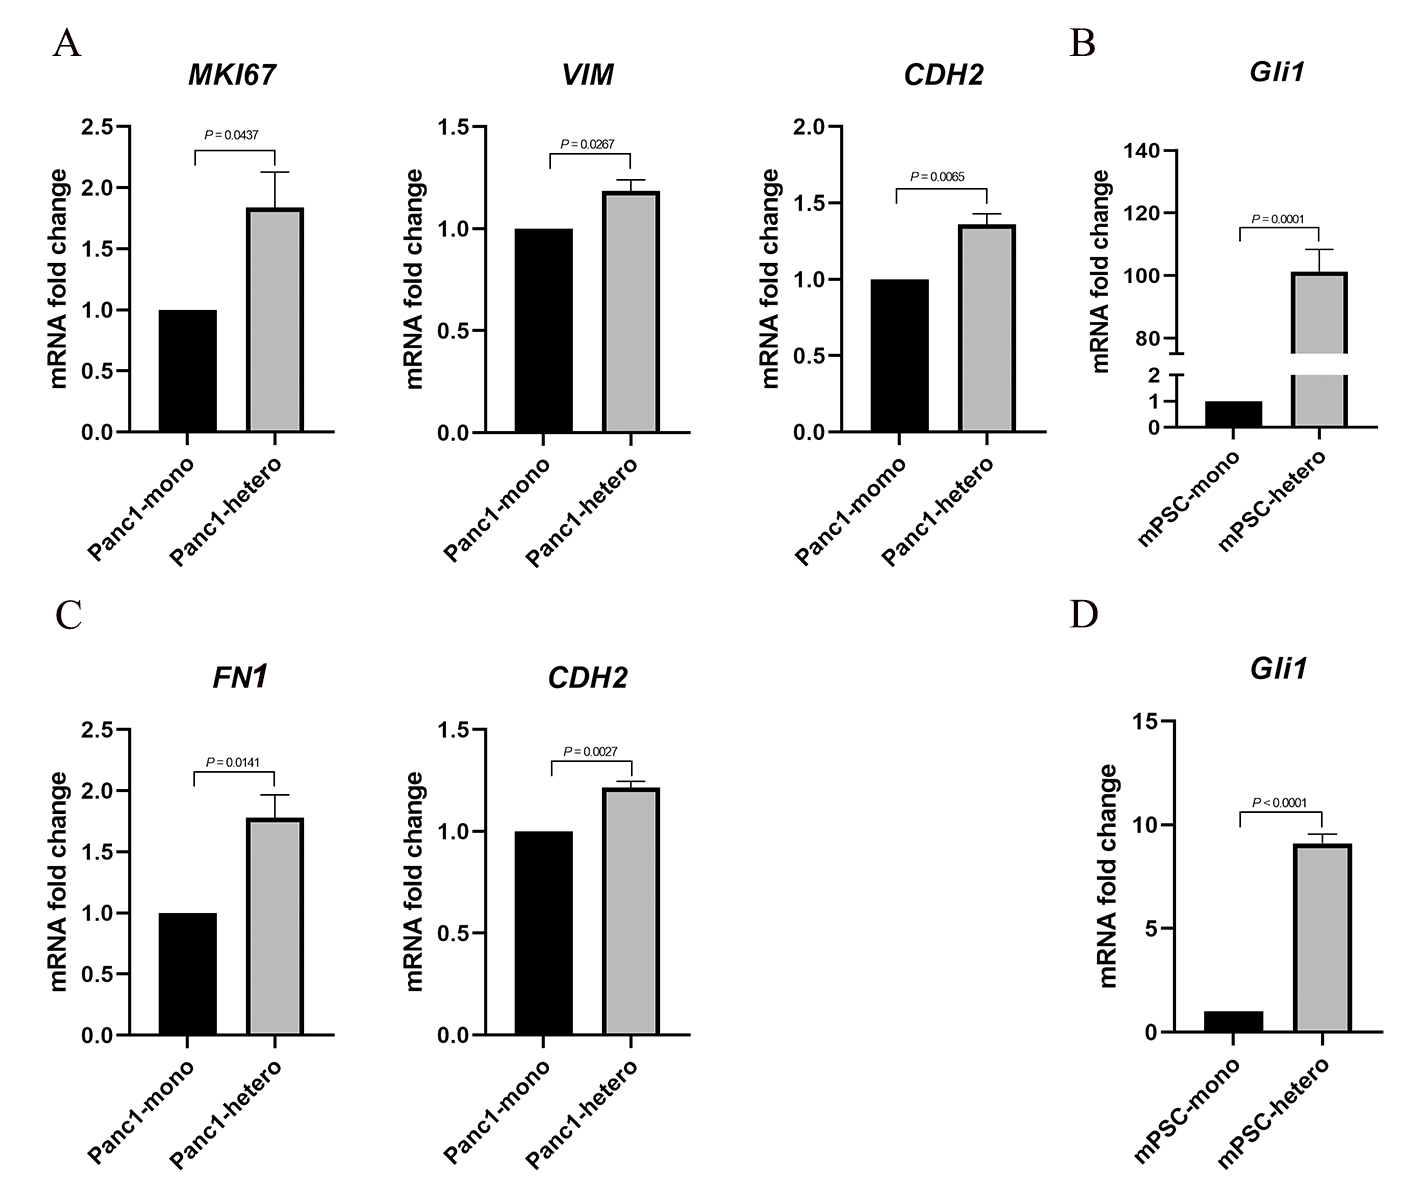

**Supplemental Figure S2. Verification of mRNA expression for marker genes related to proliferation, EMT and hedgehog signaling by qRT-PCR.**

(A) mRNA expression of *MKI67*, *VIM* and *CDH2* in Panc1 from monospheroids and heterospheroids under high serum condition. (B) mRNA expression of *Gli1* in mPSCs from monospheroids and heterospheroids under high serum condition. (C) mRNA expression of *FN1* and *CDH2* in Panc1 from monospheroids and heterospheroids under low serum condition. (D) mRNA expression of *Gli1* in mPSCs from monospheroids and heterospheroids under low serum condition. Bars show standard error of the mean (SEM).

**Supplemental Figure S3**

**
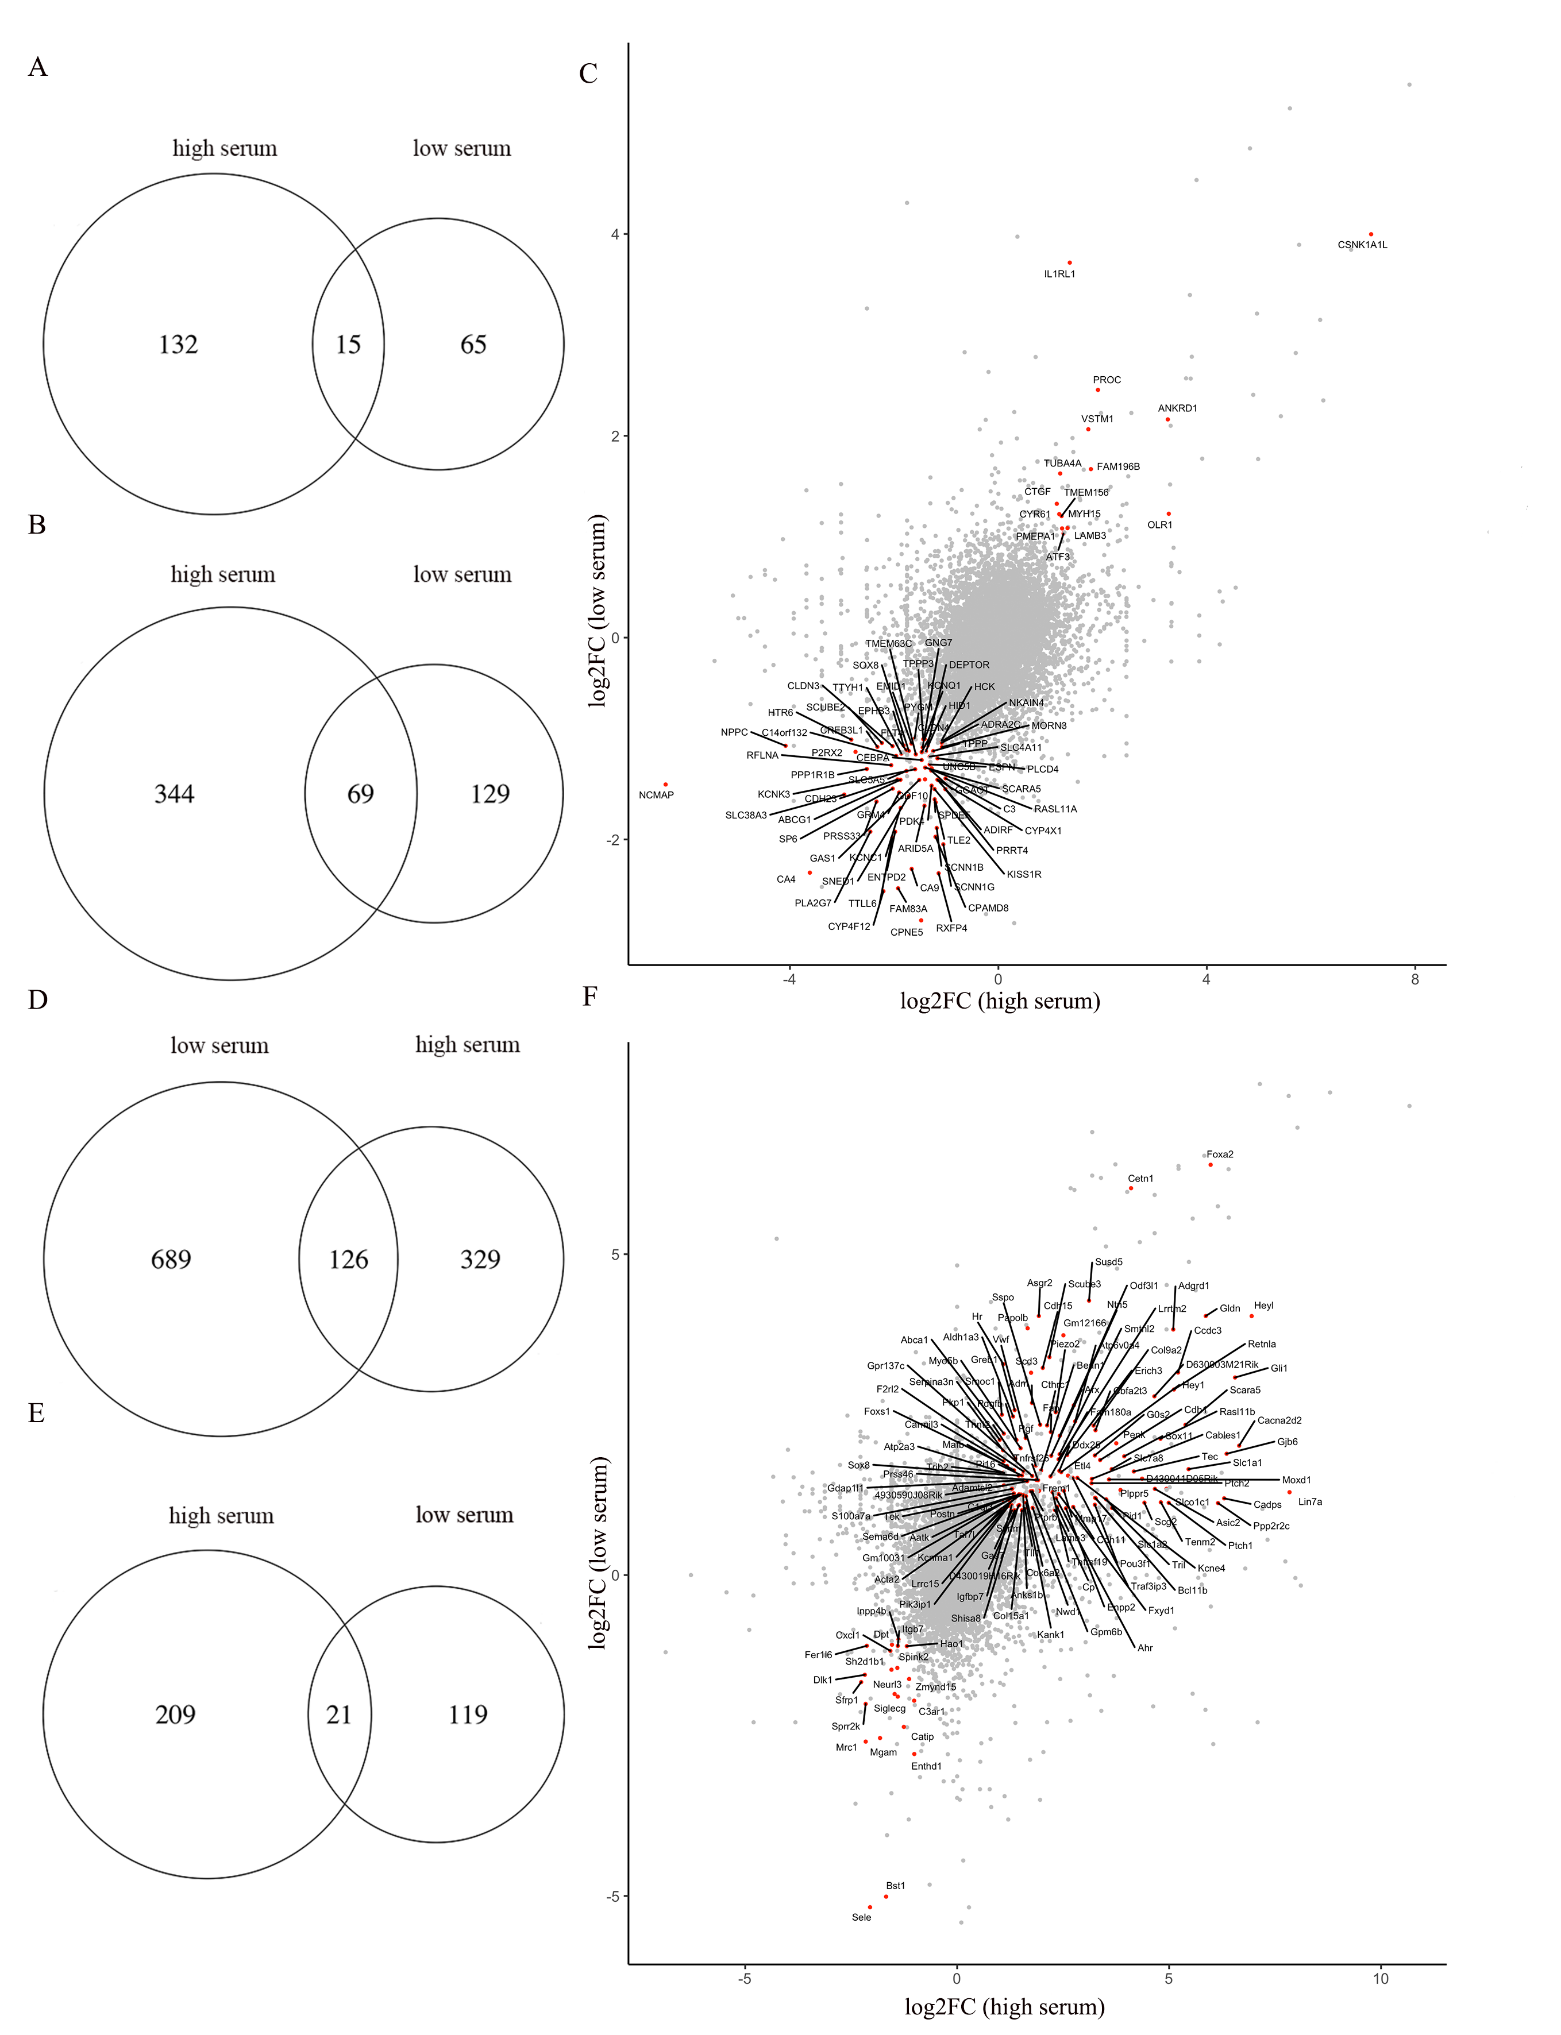
**

**Supplemental Figure S3. Similar transcriptional expression changes due to co-culture under high and low serum conditions.**

(A, B) Venn plots showing the overlapping differently expressed protein coding genes of Panc1 with fold change > 2 higher (A) and lower (B) in transcript level upon co-culture with mPSCs independent of serum concentration. (C) Dot plot showing the overlapping genes from A and B with log_2_ fold change in high serum and low serum conditions. (D, E) Venn plots showing the overlapping differently expressed protein coding genes of mPSCs with fold change > 2 higher (D) and lower (E) in transcript level upon co-culture with Panc1 independent of serum concentration. (F) Dot plot showing the overlapping genes from D and E with log_2_ fold change under high and low serum conditions. log2FC: log_2_ fold change.

**Supplemental Figure S4**

**
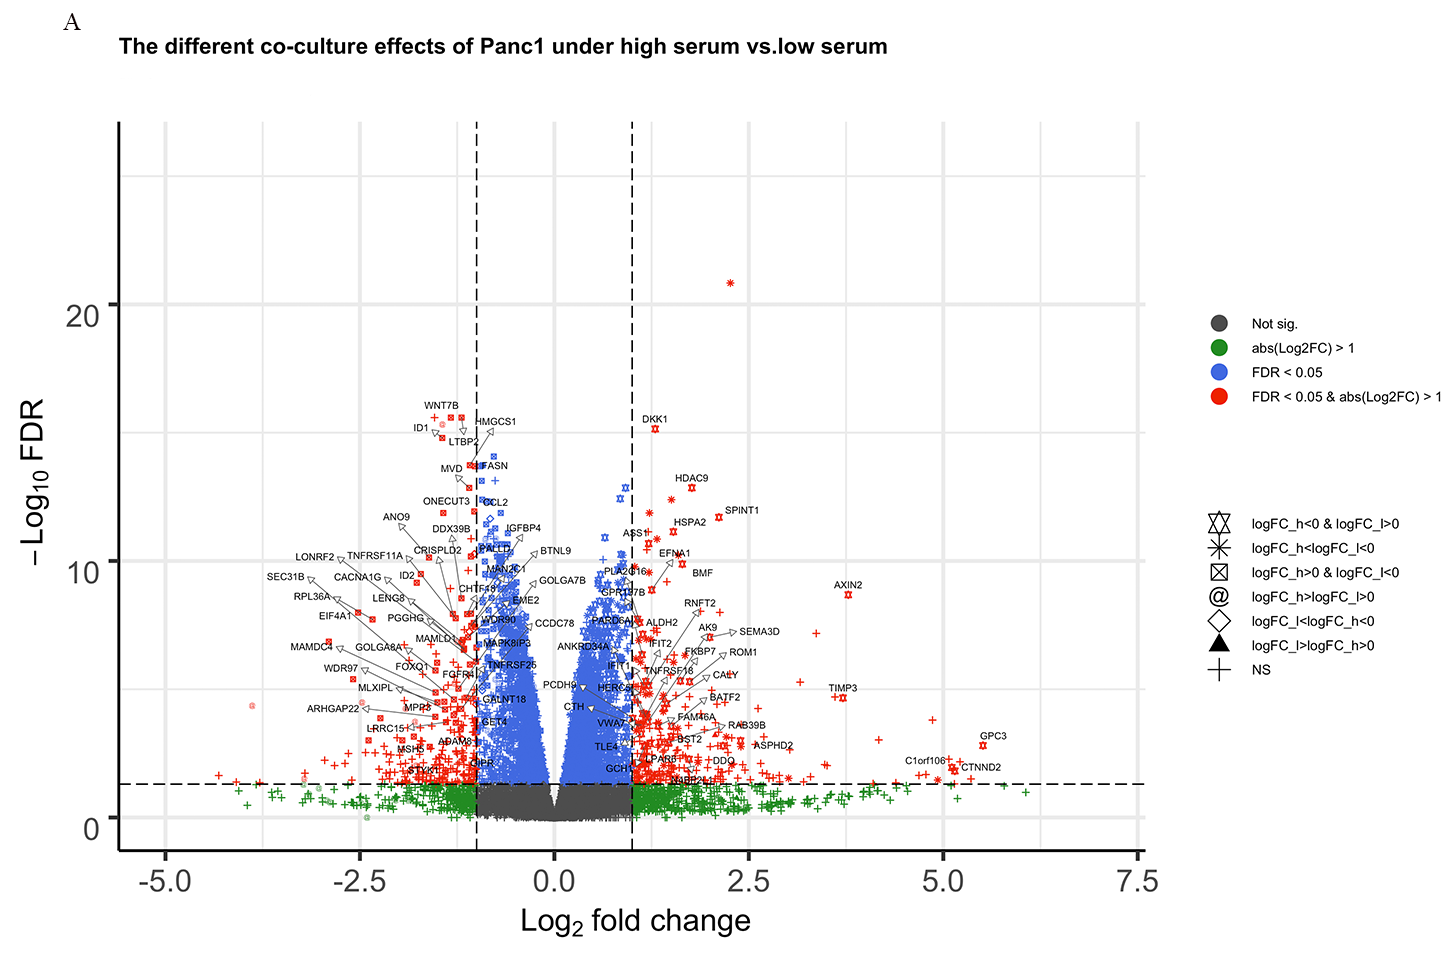
**

For A and B

**
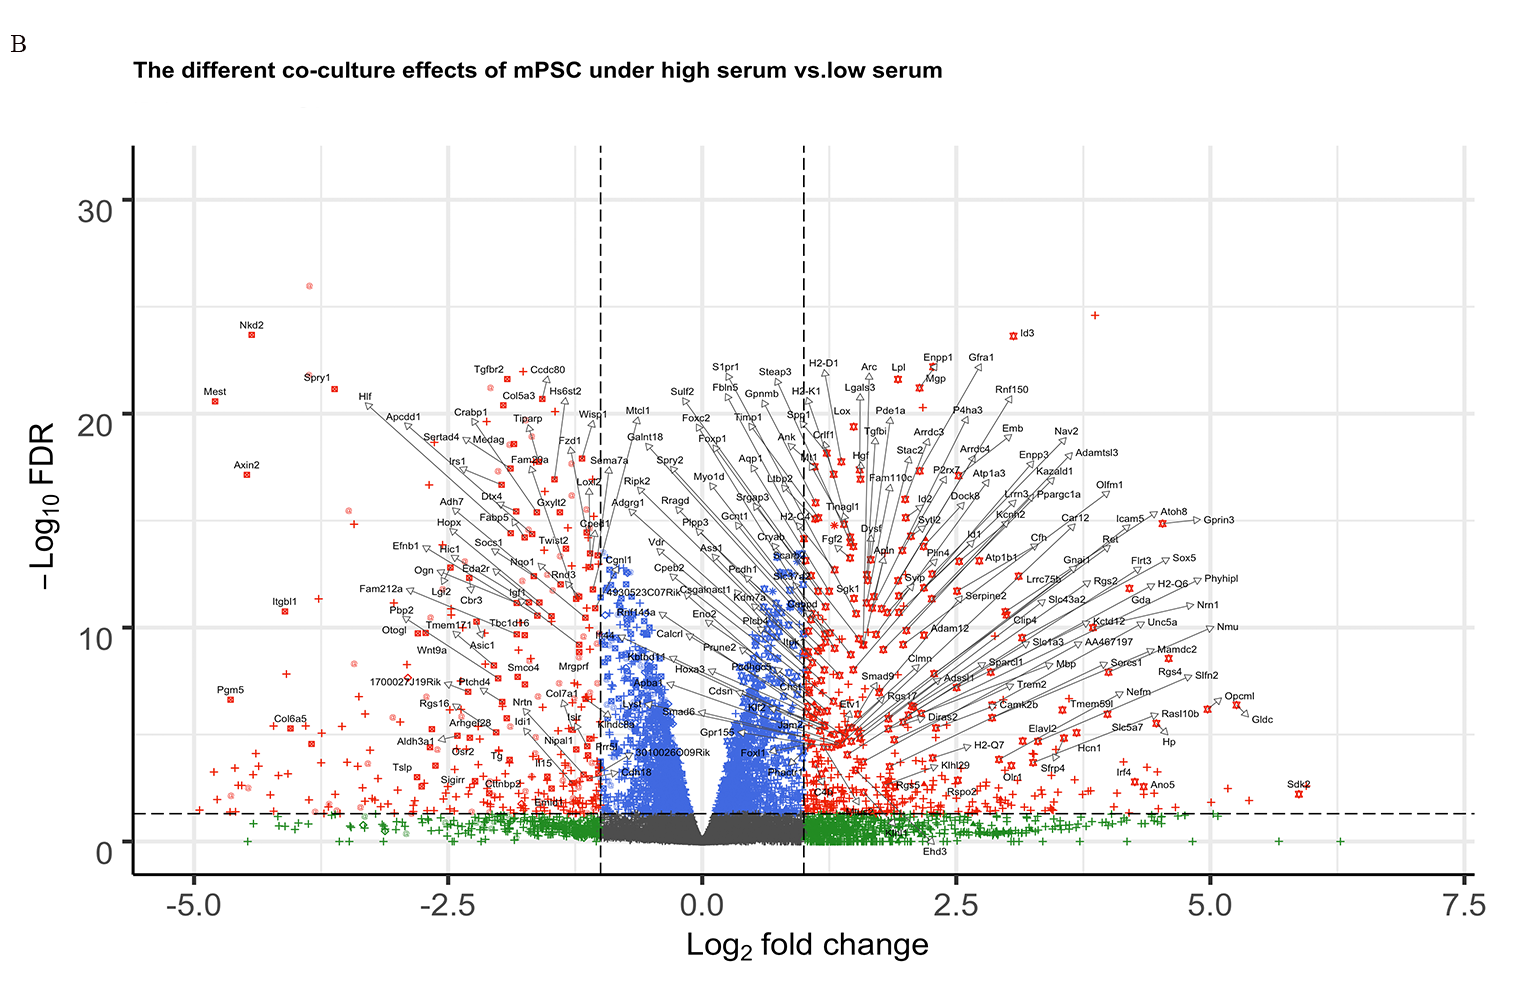
**

**Supplemental Figure S4. The distinctions of the cocultivation effects in transcriptional changes between high and low serum conditions.**

(A) Volcano plot showing the comparison of genes in Panc1 that were differentially expressed between heterospheroids versus monospheroids under high serum condition and heterospheroids versus monospheroids under low serum condition. (B) Volcano plot showing the comparison of genes in mPSCs that were differentially expressed between heterospheroids versus monospheroids under high serum condition and heterospheroids versus monospheroids under low serum condition. The protein coding genes differently expressed upon co-culture between these two conditions (higher expression under high serum condition but lower expression under low serum condition or lower expression under high serum condition but higher expression under low serum condition) with absolute log_2_ fold change more than 1 and FDR < 0.05 have been labelled. LogFC_l: log_2_ fold change between heterospheroids versus monospheroids under low serum condition; LogFC_h: log_2_ fold change between heterospheroids versus monospheroids under high serum condition; NS: not significant (genes with FDR > 0.05 when comparing heterospheroids with monospheroids either in high serum condition or in low serum condition); abs(log2FC): absolute log_2_ fold change.

**Supplemental Figure S5**

High serum DEGs compared with Bailey’s classification

High serum DEGs compared with Moffitt’s classification

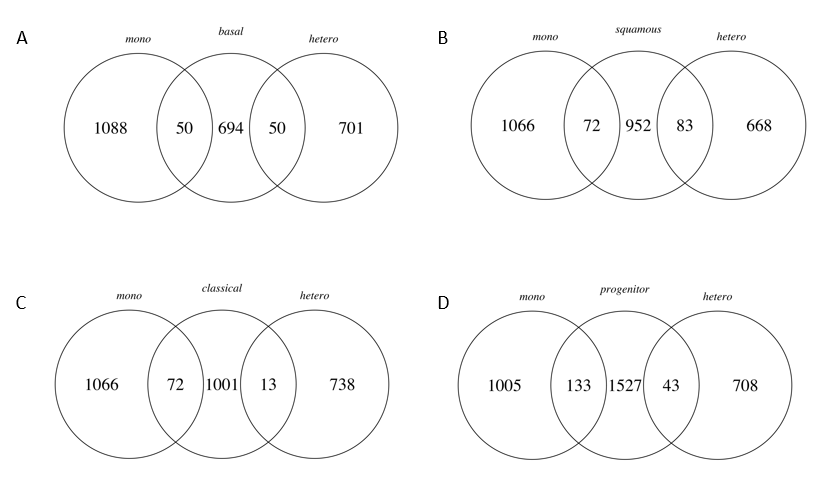

5.7%

11.7%

1.7%

6.3%

6.3%

11.1%

4.4%

6.7%

High serum DEGs compared with Bailey’s classification

Low serum DEGs compared with Bailey’s classification

Low serum DEGs compared with Moffitt’s classification

High serum DEGs compared with Moffitt’s classification

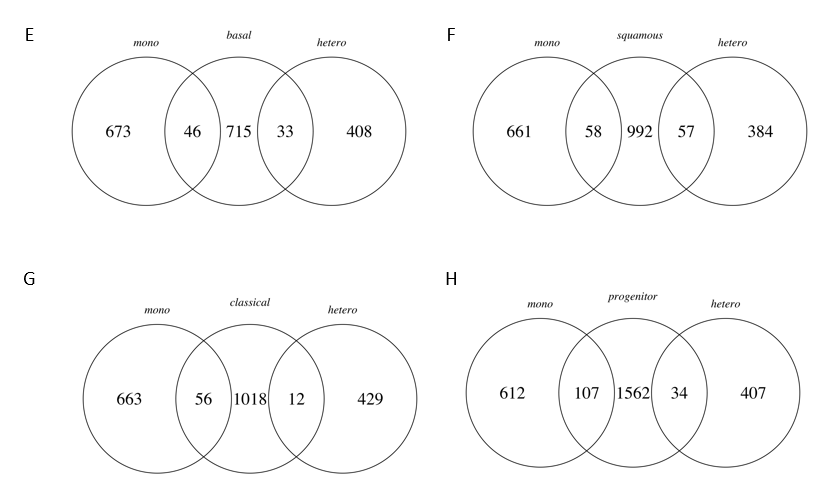

7.7%

14.9%

2.7%

7.8%

12.9%

8.1%

6.4%

7.5%

Low serum DEGs compared with Bailey’s classification

Low serum DEGs compared with Moffitt’s classification

**Supplemental Figure S5. Differentially expressed genes of Panc1 from spheroid model overlap with significantly changed genes from patients in the TCGA_PAAD cohort based on Moffitt’s classification and Bailey’s classification.**

High serum condition: A-D

(A) Venn diagram showing overlaps of differentially expressed genes (DEGs) with higher transcript levels of Panc1 grown in hetero- versus monospheroids (hereafter called “DEGs higher in heterospheroids”) and DEGs that had higher transcript levels for Panc1 grown in mono- versus heterospheroids (hereafter called “DEGs higher in monospheroids”) with DEGs that had higher transcript levels for the basal-like subtype TCGA patient group when compared to classical subtype (Overlap: 6.7% vs. 4.4%, *P* = 0.036) [1]. (B) Venn diagram showing overlaps of DEGs higher in heterospheroids and DEGs higher in monospheroids with DEGs had higher transcript levels for the squamous subtype TCGA patient group compared to the progenitor subtype TCGA patient group (Overlap: 11.1% vs. 6.3%, *P* = 3.07×10^-4^) [1]. (C) Venn diagram showing overlaps of DEGs higher in heterospheroids and DEGs higher in monospheroids with DEGs that had higher transcript levels for the classical subtype TCGA patient group compared to the basal-like subtype TCGA patient group (Overlap: 1.7% vs. 6.3%, *P* = 1.12×10^-6^) [1]. (D) Venn diagram showing overlaps among DEGs higher in heterospheroids and DEGs higher in monospheroids with DEGs that had higher transcript levels for the progenitor subtype TCGA patient group compared to the squamous subtype TCGA patient group (Overlap: 5.7% vs. 11.7%, *P* = 3.20×10^-5^) [1].

Low serum condition: E-H

(E) Venn diagram showing overlaps analogous to A (Overlap: 7.5% vs. 6.4%, *P* = 0.474). (F) Venn diagram showing overlaps analogous to B (Overlap: 12.9% vs. 8.1%, *P* = 8.42×10^-3^). (G) Venn diagram showing overlaps analogous to C (Overlap: 2.7% vs. 7.8%, *P* = 2.63×10^-4^). (H) Venn diagram showing overlaps analogous to D (Overlap: 7.7% vs. 14.9%, *P* = 2.82×10^-4^). *P* value was obtained through Fisher’s exact test.

**Supplemental Figure S6**

**
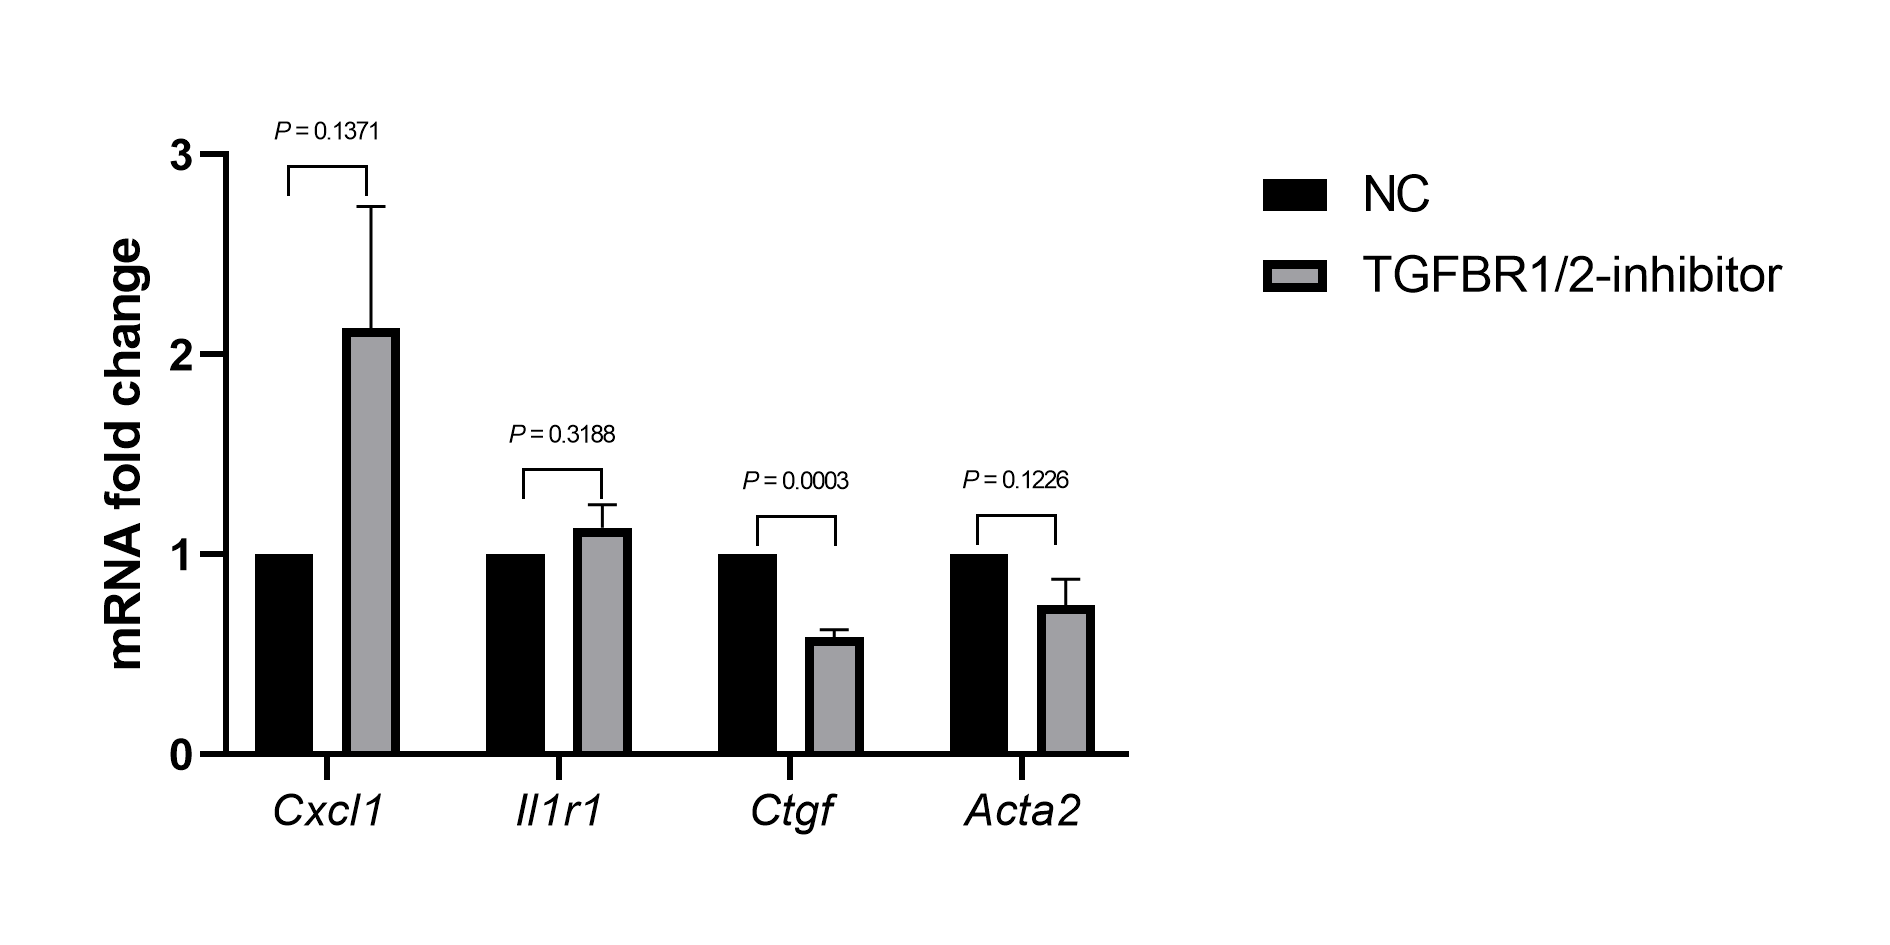
**

**Supplemental Figure S6. Expression of myCAF/iCAF marker gene changes following treatment with** **TGFBR1/2 kinase inhibitor.**

mRNA expression changes of myCAF marker genes *Ctgf* and *Acta2* and iCAF marker genes *Cxcl1* and *Il1r1* in mPSCs from heterospheroids treated with TGFBR1/2 kinase inhibitor under high serum condition. Bars show standard error of the mean (SEM).

**Supplemental Figure S7**

**
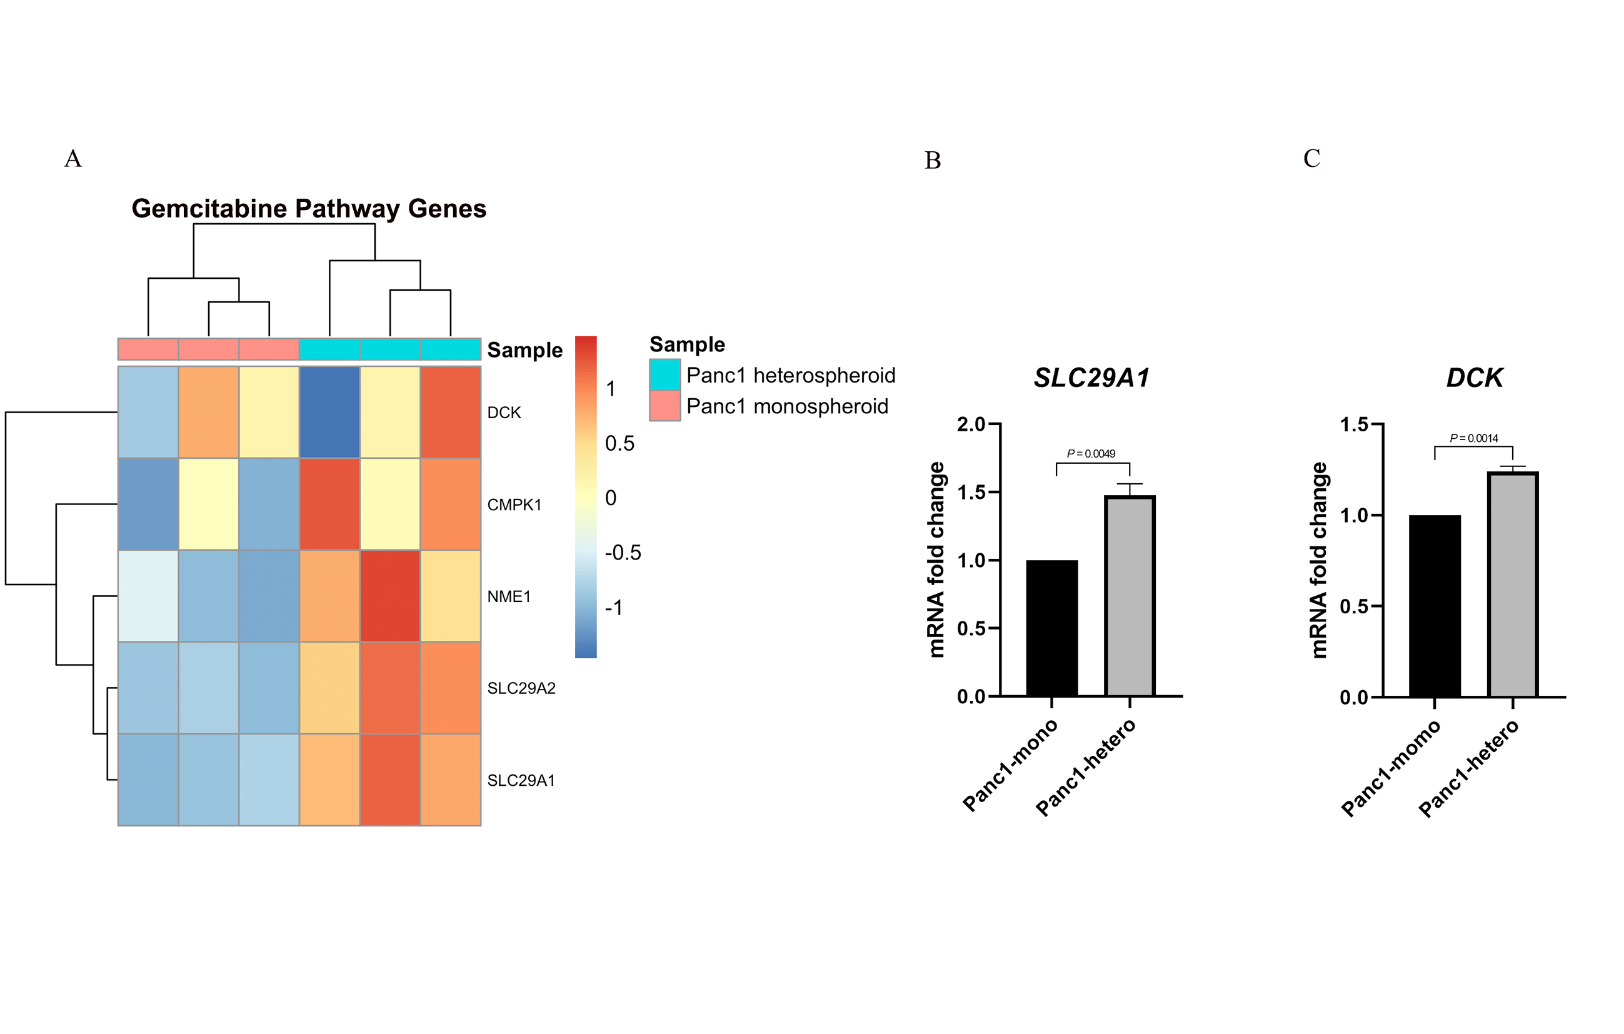
**

**Supplemental Figure S7. Expression of relevant genes for gemcitabine activity in Panc1 from monospheroids and heterospheroids under high serum condition.**

(A) Heatmap showing the relative transcript levels of gemcitabine transporter genes and metabolizing enzyme genes of Panc1 cells from monospheroids and heterospheroids. (B, C) mRNA expression of *SLC29A1* and *DCK* in Panc1 cells from monospheroids and heterospheroids analyzed by qRT-PCR. Bars show standard error of the mean (SEM).

Reference:

[1] (2017). Integrated Genomic Characterization of Pancreatic Ductal Adenocarcinoma *Cancer cell* **32**, 185-203.e113.

**Supplemental** **Table legends**

**Supplemental Table S1. List of species-specific primers used for qRT-PCR**

**Supplemental Table S2. Comparison of mRNA levels of Panc1 between heterospheroids and monospheroids under high serum condition.**

**Supplemental Table S3. Summary of gene set enrichment analysis for differentially regulated genes of Panc1 from heterospheroids compared to monospheroids under high serum condition.**

**Supplemental Table S4. Comparison of mRNA levels of mPSCs between heterospheroids and monospheroids under high serum condition.**

**Supplemental Table S5. Summary of gene set enrichment analysis for differentially regulated genes of mPSCs from heterospheroids compared to monospheroids under high serum condition.**

**Supplemental Table S6. Comparison of mRNA levels of Panc1 between heterospheroids and monospheroids under low serum condition.**

**Supplemental Table S7. Summary of gene set enrichment analysis for differentially regulated genes of Panc1 from heterospheroids compared to monospheroids under low serum condition.**

**Supplemental Table S8. Comparison of mRNA levels of mPSCs between heterospheroids and monospheroids under low serum condition.**

**Supplemental Table S9. Summary of gene set enrichment analysis for differentially regulated genes of mPSCs from heterospheroids compared to monospheroids under low serum condition.**

How the deposited data were processed for this re-analysis (not part of the article)

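RNA-seq libraries of 24 spheroid samples were analysed, 4 replicates each of Panc1 monospheroids, mPSC monospheroids and heterospheroids under high and low serum condition. Panc1 is an established human cell line and imPSCc2 an immortalized mouse line. According to the methods and the header lines of the deposited tables, the authors sorted 50-base single-end reads by species with Xenome, aligned each part with STAR to GRCh38 or GRCm38, kept uniquely mapped reads, and counted reads on the exons of each Ensembl gene in the reverse-stranded direction with featureCounts. The values as deposited by the authors are raw whole-number counts per gene and library without normalization, in 4 tables (human and mouse, high and low serum), together with the summed exon length of each gene. Every library has a column in the human and in the mouse table of its serum condition. The tables hold 4 further columns that belong to no sample (2 in the human and 2 in the mouse tables), and these were not used. The sorting of reads by species happened before the counts were made and could not be repeated from the tables.

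Columns were matched to samples by name and replicate number. The name of 1 low serum mPSC monospheroid column gives another clone number than those of the other 3. It was taken as replicate 4, since it carries that number and the column of that replicate in the supplementary tables was closest to it, and whether it is the same clone was not settled. As a check, 29 columns of the paper's supplementary tables of normalized values were compared with the columns used here, and each of the 29 was closest to the library of its name. Of 58051 human and 49671 mouse gene IDs, 56948 and 49326 were found in the reference annotation, 4 and 0 were named from the supplementary tables, and 1099 and 345 were used by ID. Gene coordinates are those of GRCh38 and GRCm38. The supplementary tables of test results were held only in part, with 1999 entries in each.

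The groups were hetero- and monospheroids in each serum, with human counts used for Panc1 and mouse counts for mPSCs. The libraries followed the paper: replicate 2 of the high serum Panc1 monospheroids, replicate 2 of the high serum mPSC monospheroids and the human counts of high serum heterospheroid replicate 3 were left out, as the labels mark them as outliers. Tests used edgeR 4.0.16 in R 4.3.3 with TMM factors, filterByExpr by group, estimated dispersions, glmQLFit with the older (legacy) quasi-likelihood fit and glmQLFTest, with the 4 groups of a species in a single fit and no block for replicates. P-values were adjusted by the Benjamini-Hochberg method over the 16459 human or 14205 mouse genes tested. The criteria were an adjusted p-value under 0.05 with an absolute fold change above 1.5 for DEGs, above 2 in the same direction in both serum conditions for protein coding genes changed in both, and an absolute log2 difference above 1 for the low serum change minus the high serum change. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The paper's text names neither the filter on low counts nor the way in which the libraries of the 2 serum conditions entered a fit.

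Gene sets were represented by 12 panels per cell type, written from general knowledge and not taken from the gene sets and signatures that the paper used. The overlap of the panels with those lists was not measured. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and checked with fry and with an estimated correlation, with adjustment over the 12 panels of a comparison. A panel's median covers its tested members. Genes were named by a rule: genes that the paper names, members of a panel within that panel, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among DEGs with an average log2 CPM of at least 3 and no overlap between the groups. The results of some of the named genes are not reported here. CPM and RPKM used TMM factors and, for RPKM, the deposited exon lengths. A group with at most 3 counts in every library was treated as at the floor, and a change against it was given as a bound. The rule, panels, tests and alternatives were set before the data were examined, except where stated.

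Counts of a species in monospheroids without its cells were taken as a background, as a percent of the heterospheroid level at equal library size. Marker lists for mouse neural, liver, muscle, blood and exocrine pancreas cells and for human fibroblast, epithelial, neural, liver and blood cells were compared across groups. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for tables and figures.

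The sum of counts per library was between 10693379 and 29188583 (median 19464701.5). Between replicates of a group, chi-square per degree of freedom was 1.42 to 19.9 over the 24 pairs of human libraries. Over the 24 mouse pairs it was 1.49 to 17.5, so replicates varied more than counting error alone gives. The human values from 16.1 and the mouse values from 10.9 all belonged to pairs with the left-out replicate 2 of high serum monospheroids. Without these pairs the highest were 3.73 for human and 6.28 for mouse libraries. The left-out human counts of high serum heterospheroid replicate 3 gave 2.03 to 2.54 against the other replicates. The common biological coefficient of variation was 0.0359 in Panc1 and 0.0414 in mPSCs. Intervals and floors cover counting error only, since the reads carried no molecular identifiers. The test was tried on simulated counts, in which 178 of 197 changed Panc1 genes (90.4%) and 187 of 194 changed mPSC genes (96.4%) were called. There 5 and 2 unchanged genes were called. The simulated changes were all larger than the 1.5-fold limit and were placed in high serum heterospheroids only. Every gene had the same dispersion, no foreign reads were added, and changed genes removed by the filter were not counted. These shares therefore do not give the performance on the real data.

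The alternatives were all samples, a minimum of 10 counts in total, no filter, DESeq2 size factors (RLE) in edgeR, DESeq2 1.42.0 with its Wald test, the edgeR version 4 fit, a robust fit, a block for the replicate number, the 2 compared groups fitted alone, protein coding genes only, RPKM without TMM factors, and each library left out in turn. Added after the values were seen were a filter of CPM above 0.5 in 3 samples and the removal of genes with a background of at least 50% or 25%. Other splits of the same libraries were counted in full for a single comparison, and as 100 draws with the seed 20210501 for results that join both serum conditions. GSEA, qRT-PCR, imaging and tumor data of the paper were not analysed here. Because the seeding ratio of heterospheroids changed with the serum, and any difference in preparation between the serum conditions would follow the same groups, comparisons between serum conditions cannot separate these.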

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

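The tests on the sources of reads in low serum libraries, on FN1, on the pseudogenes, on the share of Panc1 counts and on mitochondrial counts were chosen after the results were seen, while the tests on hedgehog ligands, on the profile of nuclear human genes, on sequencing depth and on other splits of the libraries were set beforehand.

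In 7 groups of 4 libraries, 1 library lay far from the other 3, by a gap to the nearest library relative to the range of the group. These are no more than chance gives, since 154 groups were examined and 7.7 such cases are expected. The ratio was 0.916 for the mouse percent of high serum mPSC monospheroids, where replicate 2 had 98.5% and the others 99.7% to 99.9%, and 0.851 for the total counts of low serum mPSC monospheroids, where replicate 1 had the most counts. Among genes it was 0.867 for COL6A3 in low serum Panc1 monospheroids (replicate 2 with 16.0 CPM against at most 8.63), 0.837 for Akt2-ps in low serum mPSC monospheroids (replicate 3 with 0.967 CPM against at most 0.567), 0.990 for Fzd1 (replicate 2 with 213 CPM against at most 206.2) and 0.951 for Nkd2 (replicate 4 with 19.9 CPM against at most 17.8) in the same group, and 0.867 for Megf10 in low serum heterospheroids (replicate 2 with 174 CPM against at least 193.9). No biological explanation was tested for the single libraries.

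Replicate 2 of the high serum mPSC monospheroids, which the paper did not use, held 1.47% human counts (Wilson 95% interval 1.46% to 1.48%), against at most 0.257% in the other 3 libraries. The 100 most abundant nuclear genes of Panc1 were present at a median of 0.836% of their Panc1 level, and the 75th percentile was 1.42 times the 25th, under the limit of 2 set before the test for a mixture with Panc1 RNA. The evenness of a known mixture was not measured. Human mitochondrial counts were at 9.97% of the Panc1 level, 11.9 times the percent of the nuclear genes, which argues against Panc1 RNA of ordinary composition as the only source of those counts. Panc1 material rich in mitochondrial RNA, or a further source of mitochondrial reads, may have been present, and no biological explanation was tested.

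Low serum libraries held counts on marker genes of cell types that the study did not culture, in genes the paper does not discuss. In low serum Panc1 monospheroids, the 15 mouse neural markers together had 82.4 CPM (here of all counts of a library), against 0.0188 in high serum, which is 0.0228% of the low serum level. Among the most abundant were Camk2a with 18.1, Slc1a2 with 13.5 and Kif5a with 9.22. Assignment of human reads to mouse genes would occur in high serum as well, so that low percent argues against it. Reads of the study's own mPSC libraries are argued against by proportion, because the list stood at 55.7% of its low serum mPSC level and the 100 most abundant mPSC genes at a median of 0.316%, a 176-fold difference. The other mouse lists reached at most 1.72% of the neural list (liver 1.41, blood 0.199, muscle 0.0876 and exocrine pancreas 0). The 10 neural markers that high serum mPSC monospheroids hold under 1 CPM, a choice made after the values were seen, went from 0 to 41.3 in Panc1 monospheroids, from 2.57 to 69.5 in mPSC monospheroids and from 0.938 to 40.0 in heterospheroids between high and low serum. The other 5 markers are expressed in these mPSCs. A candidate explanation is RNA of mouse neural cells from outside the study's cells in every low serum library, for example through index misassignment from libraries of another study sequenced alongside, and these routes were not separated.

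Low serum mPSC monospheroids likewise held 12 human fibroblast markers at 972 CPM of all counts of a library, against 7.70 in high serum, or 0.793% of the low serum level, which argues against mouse reads assigned to human genes. In these libraries COL1A1 had 336, FN1 227, COL1A2 179 and COL3A1 120, while THY1 (0.596) and POSTN (0.0250) were nearly absent. THY1 and COL3A1 had 86.1 and 286 in low serum Panc1 monospheroids, and 15.8 and 5.82 in high serum ones. Panc1 reads from the study's own libraries are argued against, as the list stood at 88.1% of its low serum Panc1 level and the 100 most abundant Panc1 genes at a median of 1.76%, a 49.9-fold difference. The human epithelial (12.0), blood (4.42), neural (1.94) and liver (0.0998) lists reached at most 1.23% of the fibroblast list. Panc1 expresses 6 of the 12 markers in high serum, and the whole list fell from 1762 to 1103 in Panc1 monospheroids. The other 6, chosen after the values were seen, went from 1.21 to 128 in Panc1 monospheroids, from 0.673 to 211 in mPSC monospheroids and from 1.02 to 131 in heterospheroids. COL1A2 makes up most of each low serum sum, and POSTN stayed near 0 in mPSC monospheroids. RNA of human fibroblasts, or of other human cells that express these collagens, from outside the study's cells in every low serum library may be the source, with the kind of cell left open, by the routes named for the neural markers.

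The change from mono- to heterospheroids differed between the serum conditions, by a test of the difference in the same fit, for named genes and panels. All differences are given as log2 change in low serum minus that in high serum. In Panc1 they were -1.07 for MKI67, -1.09 for HMGCS1, -1.02 for FASN, -1.10 for MVD, -1.93 for ENSG00000264112, -1.09 for LINGO1 and -1.45 for COL6A3, and 1.17 for IFIT2, 1.15 for IFIT1, 1.50 for BST2, 2.26 for TXNIP, 1.22 for PPP1R1B and 1.74 for CSGALNACT1. The highest adjusted p-value among them was that of COL6A3 (0.00376, and 4.9e-14 to 0.0822 over the alternatives, the highest with a robust fit). Foreign human reads weigh on COL6A3, BST2 and IFIT2, which low serum mPSC monospheroids held at 156%, 73.2% and 63.3% of the heterospheroid level. The other 10 genes were at 12.6% or less. They may reflect the serum, the seeding ratio of 500 to 2000 against 1250 to 1250 cells, or preparation, which follow the same groups. In 6 of 100 splits of the libraries within each serum, the real one included, as many Panc1 genes differed, and all 5 others kept the real grouping or its mirror image in 1 serum, as 19 of the splits did. Of the splits without it, none gave a gene.

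In mPSCs the differences were -3.46 for Gli1, -3.85 for Ptch1, -1.66 for Cdh11, -2.70 for Wnt9a, -4.46 for Axin2, -1.12 for Fzd1, -1.17 for Wisp1, -4.42 for Nkd2, -1.19 for Igf1, -1.96 for Irs1, -1.94 for Col5a3, -1.26 for Col7a1, -2.88 for Cyp1a1 and -4.78 for Mest. They were 1.58 for Il6, 4.55 for Gprin3, 4.22 for Gda, 2.74 for Atp1b1, 3.88 for Megf10 and 1.12 for Akt2-ps. For Bmp3 (-7.94), Col6a5 (-4.03) and Gm12739 (-3.35) the fitted value depends on the prior count, as 1 group was at or under 3 counts. Panc1 monospheroids held Gda at 72.4% and Atp1b1 at 59.6% of the low serum heterospheroid level, so foreign mouse reads weigh on these. Of the 100 splits, only the real one gave as many mPSC genes. The next gave 605 and was among the 7 that kept the real grouping or its mirror image in 1 serum, and the rest gave none.

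Gm12739 and Akt2-ps are mouse pseudogenes whose reads human transcripts could supply. Panc1 monospheroids without mouse cells held both at 193% or more of their level in high serum heterospheroids, as human reads assigned to mouse genes would give. The serum difference of Gm12739 (adjusted p = 0.0236) became -0.49 (adjusted p = 0.634) with the unused high serum library and lost its call in 3 of the 15 fits that left out 1 library. That of Akt2-ps (adjusted p = 0.0235) lost its call in 3 of the 15 as well, with adjusted p-values up to 0.125.

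The smaller rise of Gli1 and Ptch1 in low serum was set against 2 explanations. A smaller share of Panc1 RNA in low serum heterospheroids is excluded, since the human share of the counts was 1.42 times that of high serum. Lower levels of hedgehog ligands in Panc1 were found: SHH, IHH and DHH together stood at 52.2 CPM in high serum and 3.68 CPM in low serum heterospheroids, 0.0706 of the high serum level, with no overlap between libraries. SHH went from 47.2 to 3.28, DHH from 4.94 to 0.221 and IHH from 0.0984 to 0.181 CPM. Lower ligand expression may therefore contribute to the smaller rise, as a hypothesis, and the serum and the seeding ratio stay open beside it.

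Panels differed as well. Their medians, as the low serum change minus the high serum change, were in Panc1 -0.28 for cell cycle and DNA replication, -0.14 for EMT, -0.30 for ECM receptor interaction, -0.69 for cholesterol synthesis, -0.21 for ribosome biogenesis, -0.44 for the TNF response, -0.24 for gemcitabine uptake and metabolism and 0.50 for the interferon response. In mPSCs they were -0.51 for hedgehog signaling, -1.12 for Wnt signaling, -0.18 for the proteasome, -0.15 for reactive oxygen species and -0.15 for myCAF markers, and 0.39 for the interferon response, 0.25 for Toll-like receptor signaling and 0.41 for iCAF markers. The highest camera adjusted p-value was 0.00489 (gemcitabine panel). With an estimated correlation 4 did not pass: EMT (0.295), and in mPSCs the proteasome (0.463), reactive oxygen species (0.162) and myCAF markers (0.0525). All passed with fry. Foreign reads reach several of these panels. In low serum, mPSC monospheroids held 8 of 26 EMT genes, 4 of 26 ECM receptor genes and 6 of 34 interferon genes of the Panc1 panels at 50% or more of the heterospheroid level, and Panc1 monospheroids held 2 of 17 Wnt genes and 1 of 13 hedgehog genes of the mPSC panels. The confounding with seeding ratio and preparation holds here too.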

How the results depend on the processing

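Values under alternatives that were chosen after the results were seen are marked as such. For results that answer a comparison (counts of genes and panels), the alternatives set beforehand gave 1604 values with the direction and call of the value reported, 24 weaker, 8 stronger and 8 reversed, where weaker and stronger mean the same direction with the call lost or gained. All counts of genes stayed within 1.5 times under them. The alternatives chosen later gave 210 unchanged values, 1 weaker and 5 that moved. For panels, DESeq2, the edgeR version 4 fit and the robust fit give no value of their own. The choice of scaling (TMM, RLE or DESeq2) moved the median log2 fold change of all genes by less than 0.02 in the 4 comparisons.

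Camera with an estimated correlation lost the largest number of calls. The medians, which this setting leaves as they were, and its adjusted p-values were -0.29 (0.140) for the interferon response, 0.17 (0.0962) for the proteasome and 0.23 (0.0507) for gemcitabine uptake and metabolism in Panc1 under high serum. In Panc1 under low serum they were 0.13 (0.153) for the cell cycle, 0.28 (0.0513) for EMT, -0.10 (0.0516) for cholesterol synthesis, 0.16 (0.0710) for the TNF response, 0.25 (0.0710) for the interferon response and 0.14 (0.166) for the proteasome. In mPSCs under high serum they were -0.14 (0.383) for the proteasome, -0.20 (0.190) for reactive oxygen species and 0.30 (0.379) for hypoxia, and under low serum -0.0676 (0.144) for hedgehog signaling, -0.30 (0.0633) for the proteasome, -0.11 (0.104) for DNA replication and repair, 0.23 (0.201) for hypoxia and 0.19 (0.0905) for myCAF markers. The setting allows for correlation between genes of a panel, which widens the error of its mean.

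Fry, which asks whether a panel changed at all rather than more than other genes, gained calls for 7 panels. These were, with medians and adjusted p-values, the basal-like panel in high serum (0.20, 0.00703), the classical panel in high (-0.62, 4.0e-04) and low serum (-0.12, 0.00678) and the panel of hedgehog, TGF-beta and IL-1 ligands in high (0.00653, 0.0374) and low serum (0.15, 0.00678) in Panc1. In mPSCs they were DNA replication and repair in high serum (-0.0538, 0.00141) and Toll-like receptor signaling in low serum (-0.00754, 3.3e-04).

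Without a filter on expression, camera's direction turned for panels that had no call in either case: the basal-like panel in high serum (median 0.10, adjusted p = 0.710), ECM receptor interaction in low serum (0.0862, 0.863) and the mPSC interferon response in low serum (-0.0720, 0.674). Calls were lost for hedgehog signaling (-0.0897, 0.573) and myCAF markers (0.17, 0.0942) in low serum, and gained for mPSC DNA replication and repair in high serum (-0.0669, 5.7e-04). The classical panel had no camera call with or without the filter, but its median without it was -0.146 in high serum and 0.00054 in low serum. A minimum of 10 counts in total turned the direction of the mPSC interferon response in low serum (-0.0872, 0.978), and the unused high serum libraries turned that of ECM receptor interaction in low serum (0.11, 0.899). With the 2 groups fitted alone, the low serum hedgehog panel lost its call (-0.0611, 0.0634). The cause was not tested for these changes.

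The replicate number was also used as a block. The residuals of mono- and heterospheroids with the same number correlated by -0.00592 to 0.122 in Panc1 under high serum and -0.0716 to 0.344 under low serum. In mPSCs they correlated by -0.0693 to 0.0718 under high serum and -0.0594 to 0.0841 under low serum. The value of 0.344 was that of replicate 1, and the others were low. Samples with unlike numbers were not correlated for comparison, so a pairing by number was not excluded. The block also costs degrees of freedom. With it, the low serum hedgehog panel had a median of -0.0665 and an adjusted p-value of 0.0520, the change of DCK, Panc1, high serum was -0.0165, 74 Panc1 and 127 mPSC genes were changed in both serum conditions, and Panc1 had 605 higher and 965 lower genes in high serum. The calls of BST2 in Panc1 (adjusted p = 0.158) and Cyp1a1 in mPSCs (0.150) in high serum, of Col6a5 in low serum mPSCs, and of the serum differences of CTGF and PMEPA1 in Panc1 were not reached with the block, and MKI67 and COL6A3 in low serum Panc1 were called with it.

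Each library was left out in turn, in 14 fits for Panc1 and 15 for mPSCs. For ECM receptor interaction in low serum the median ranged from 0.0575 to 0.159, and the direction of the test turned without replicate 2 of the Panc1 monospheroids (0.159, adjusted p = 0.779). For the basal-like panel in low serum it ranged from -0.0927 to 0.188, turned without heterospheroid replicate 3 (0.188, 0.983). Hedgehog signaling in low serum mPSCs ranged from -0.0782 to -0.0398 and lost its call without mPSC monospheroid replicate 3 (-0.0527, 0.0592), heterospheroid replicate 1 (-0.0782, 0.0555) or heterospheroid replicate 2 (-0.0398, 0.0556). The mPSC interferon response in low serum ranged from -0.112 to 0.00648, turned without heterospheroid replicate 1 (-0.112, 0.905). In these fits fewer samples were left, and no other cause was tested. Further medians moved by over 1.5 times, or changed sign, without a change of the test's direction or call. The median of iCAF markers ranged from -0.412 (without low serum heterospheroid replicate 4) to -0.0354 in low serum and from -0.620 (without low serum heterospheroid replicate 3) to -0.305 in high serum, and that of Wnt signaling in low serum mPSCs from -0.262 (without heterospheroid replicate 4) to -0.0268 (without monospheroid replicate 4). The classical panel ranged from -0.309 (without heterospheroid replicate 3) to 0.187 (without heterospheroid replicate 1) in low serum and from -0.716 to -0.347 (without heterospheroid replicate 1) in high serum, the basal-like panel in high serum from -0.00962 (without heterospheroid replicate 1) to 0.283, and the ligand panel in low serum fell to 0.0444 without heterospheroid replicate 3. For mPSC DNA replication and repair in high serum the range was -0.0539 to -0.0348 (without heterospheroid replicate 2). For panels with a median within 0.03 of 0 in either direction (ribosome biogenesis and gemcitabine genes in low serum Panc1, ligands in high serum Panc1, Toll-like receptor signaling in low serum mPSCs) the fits stayed between -0.0396 and 0.0367.

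Among the named genes, the alternatives set beforehand gave 4031 unchanged values, 79 weaker (56 of them in fits without 1 library), 28 stronger (11), 21 reversed (11) and 75 RPKM values that moved by more than 1 SD without TMM factors. The alternatives chosen later gave 467 unchanged, 2 stronger and 2 weaker. The reversed values belong to changes near 0 that had no call under any of these settings. The change of VIM, Panc1, low serum was -0.00806 without a filter, -0.00423 with RLE and -0.00435 with DESeq2, and from -0.00867 to 0.0264 over the fits without 1 library. That of DCK, Panc1, high serum was -0.0492 with a minimum of 10 counts and -0.00539 without a filter, and from -0.0438 to 0.0511 over those fits. That of NME1, Panc1, low serum was -0.0172 without a filter, -0.0122 with RLE, -0.0124 with DESeq2 and -0.00161 with the 2 groups alone, and from -0.0319 to 0.0254 over the fits. The serum difference of ENTPD2 went from -0.0517 to 0.134 and the high serum change of Megf10 from -0.120 to 0.0471 over the fits.

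The filter of CPM above 0.5 in 3 samples, chosen after the values were seen, kept the direction and call of every count and panel. Removing genes with a background in monospheroids without cells of the species, also chosen afterwards, changed the mPSC counts. A new fit without the genes that had a background of 50% or more in either serum condition gave 1011 low serum DEGs, 675 of them higher, and 1146 high serum DEGs, and without those at 25% or more it gave 903 in low serum, 587 of them higher. The mPSC genes higher in both serum conditions numbered 88 in the fit at 50% and 74 in that at 25%, against 114 in the full fit. At 25%, the high serum interferon panel of Panc1 lost its call (-0.27, 0.0856). By construction these settings test fewer genes, and they repeat the normalization, so the counts are not those of the full fit less the removed genes.

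Sequencing depth limits the genes at or under 3 counts in a group, for which only bounds are given, and the mPSCs of low serum heterospheroids, which were measured with 4444883 to 6471682 mouse counts per library. With mPSC monospheroids thinned to that depth, 955 genes were higher and 312 lower there.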

Differences from the paper's values

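No test in this part was chosen to close a difference, and the filter named below was chosen after seeing the values. None of the values that the paper states for measures computed here differed by the criteria used, which ask for a difference beyond the replicate error and a ratio above 1.5, or for a different sign. Of 80 log2 fold changes in the part of the supplementary tables that was held, 0 differed, with 0.0158 as the greatest distance. The counts of DEGs were a little lower than the paper's in each comparison. For Panc1 the values here and, in brackets, the paper's were 737 higher (751) and 1117 lower (1138) in high serum and 425 higher (441) and 707 lower (719) in low serum, and for mPSCs 770 higher (841) and 541 lower (547) in high serum and 1226 higher (1355) and 367 lower (406) in low serum. For genes changed in both serum conditions they were 15 higher (15) and 68 lower (69) in Panc1 and 114 higher (126) and 21 lower (21) in mPSCs. With a filter of CPM above 0.5 in at least 3 samples in place of edgeR's own, chosen after seeing the values and because it tests as many genes as the paper's tables list, each of these counts equals the paper's. Of the alternatives set before the data were examined, the count of protein coding genes alone gave 287 higher genes in low serum Panc1 against the paper's 441, and no other moved a count that far. Without genes with a background in Panc1 monospheroids, a criterion chosen after seeing the values, 675 (at 50%) and 587 (at 25%) genes were higher in low serum mPSCs against the paper's 1355, and 74 (at 25%) were higher in both serum conditions against the paper's 126.

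Ptch1 was 31.5-fold and Gli1 93.0-fold higher in high serum mPSCs by RNA-seq, against the paper's approximate values of 32 and 100. The paper's results give the value of over 100 for Gli1 by qRT-PCR, so the assays may differ for this gene. For the RPKM values of Il6, Cxcl1, Il1r1, Ctgf and Acta2, those read by eye from the figure lay within 1.5 times of the values here, for example about 72 for Acta2 in high serum heterospheroids in Fig. 6C against 71.9 here, and about 0.7 for Il6 in low serum monospheroids in Fig. 6F against 0.782 here.

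For mPSCs under low serum condition, the paper reports iCAF signature genes as enriched in heterospheroids and myCAF signature genes in monospheroids. By qRT-PCR it found Il6, Il1r1, Ctgf and Acta2 higher and Cxcl1 lower in these heterospheroids. It proposes that distinct CAF populations may coexist or that the cells may hold a mixed phenotype. Here the panel of myCAF markers was higher in low serum heterospheroids (median log2 fold change 0.19, camera adjusted p = 0.00651, and 1.3e-05 with fry, but 0.0905 with an estimated correlation) and the panel of iCAF markers was lower (median -0.06, camera adjusted p = 1.7e-04). The low serum change minus the high serum change had a median of 0.41 for the iCAF panel (camera adjusted p = 1.8e-04). For the myCAF panel it was -0.15 (camera adjusted p = 0.00118, but 0.0525 with an estimated correlation). The paper reports that basal-like signature genes were more often higher in Panc1 from heterospheroids in both serum conditions. The basal-like panel gave no call with camera (adjusted p = 0.566 in high and 0.917 in low serum), and fry gave its direction as lower in high serum (0.00703). These panels were written from general knowledge and not taken from the signatures that the paper compared with its DEGs, and the overlap was not measured. The tests differ as well. The paper set its DEGs against the signatures by Fisher's exact test, while camera and fry use the changes of all tested panel genes. The paper reports higher DCK in high serum heterospheroids by qRT-PCR (Supplemental Figure S7), and by RNA-seq its log2 fold change there was 0.01.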

Other observations

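The tests on neural genes, on FN1 and on the background of higher genes were chosen after the results were seen, while the thinning of counts and the splits of the libraries were set beforehand.

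FN1 is an EMT gene whose higher level in low serum Panc1 heterospheroids is open to a technical explanation. It rose from 166 ± 43.5 to 274 ± 60.8 CPM (SD, n = 4, overlapping groups), a log2 fold change of 0.70, and mPSC monospheroids without human cells held it at 102% of the heterospheroid level, so foreign human reads in every low serum library may account for the difference. In high serum FN1 was at 2.35 and 1.24 CPM in mono- and heterospheroids.

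In mPSCs of low serum heterospheroids 3.34 times as many genes were higher as lower. With the monospheroid counts, on average 19244332 per library, thinned to the depth of the heterospheroids, 955 were higher and 312 lower, a ratio of 3.06, which argues against fewer mouse counts as the cause. In a new fit without genes that Panc1 monospheroids held at 50% or more of the heterospheroid level in either serum condition the ratio was 2.01 (675 higher and 336 lower), and without those at 25% or more it was 1.86 (587 and 316). Foreign mouse reads may therefore account for part of the excess of higher genes, and not for all of it. A foreign share has a larger weight among mouse counts in heterospheroid libraries, of which 21.3% to 25.2% are mouse counts, than in mPSC monospheroids.

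The 15 mouse neural markers also appear among the mouse counts of low serum heterospheroids, at 85.6 CPM of all counts of a library. Panc1 monospheroids held them at 96.3% of that level, so a rise of neural genes in mPSCs of low serum heterospheroids may come from foreign mouse reads.

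Other splits of the same libraries were counted for each count of genes. For Panc1 DEGs in high serum 1 of the 10 splits gave as many genes, the real one, and all others gave 0; with 3 libraries against 3 the share cannot fall under 0.1. In low serum 1 of 35 splits gave as many, and the highest other gave 19. For mPSC DEGs 1 of 35 splits gave as many in high serum (the highest other gave 771) and 1 of 35 in low serum (the others 0). For genes changed in both serum conditions it was 1 of 100 draws in Panc1 and 1 of 100 in mPSCs, where the others gave 0. For genes whose change differed between the serum conditions it was 6 of 100 draws in Panc1, each of which kept the real grouping or its mirror image in at least 1 serum, and 1 of 100 in mPSCs.

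The number of panels that camera changed was counted in the same splits. Many of these splits keep part of the real difference between their groups (with 3 libraries against 3, all of them do), so panels changed there do not measure how often the test errs. In Panc1 1 of 10 splits changed as many of the 12 panels in high serum (the others 6 to 8, the real one 9), and 6 of 35 did so in low serum (the real one 6, a median of 2 in the others and at most 7). In mPSCs it was 9 of 35 in high serum (the real one 11, a median of 6 in the others and at most 12) and 1 of 35 in low serum (the real one 10, a median of 3 in the others and at most 6).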
